# Systematic Identification of Long Noncoding RNAs during Three Key Organogenesis Stages in Zebrafish

**DOI:** 10.3390/ijms25063440

**Published:** 2024-03-19

**Authors:** Chune Zhou, Mengting Li, Yaoyi Sun, Yousef Sultan, Xiaoyu Li

**Keywords:** long noncoding RNAs, three key organogenesis stages, systematic identification, zebrafish, lncRNA *gas5*, muscle development

## Abstract

Thousands of lncRNAs have been found in zebrafish embryogenesis and adult tissues, but their identification and organogenesis-related functions have not yet been elucidated. In this study, high-throughput sequencing was performed at three different organogenesis stages of zebrafish embryos that are important for zebrafish muscle development. The three stages were 10 hpf (hours post fertilization) (T1), 24 hpf (T2), and 36 hpf (T3). LncRNA *gas5*, associated with muscle development, was screened out as the next research target by high-throughput sequencing and qPCR validation. The spatiotemporal expression of lncRNA *gas5* in zebrafish embryonic muscle development was studied through qPCR and in situ hybridization, and functional analysis was conducted using CRISPR/Cas9 (clustered regularly interspaced short palindromic repeats/Cas9, CRISPR/Cas9). The results were as follows: (1) A total of 1486 differentially expressed lncRNAs were identified between T2 and T1, among which 843 lncRNAs were upregulated and 643 were downregulated. The comparison with T3 and T2 resulted in 844 differentially expressed lncRNAs, among which 482 lncRNAs were upregulated and 362 lncRNAs were downregulated. A total of 2137 differentially expressed lncRNAs were found between T3 and T1, among which 1148 lncRNAs were upregulated and 989 lncRNAs were downregulated, including lncRNA *gas5*, which was selected as the target gene. (2) The results of spatiotemporal expression analysis showed that lncRNA *gas5* was expressed in almost all detected embryos of different developmental stages (0, 2, 6, 10, 16, 24, 36, 48, 72, 96 hpf) and detected tissues of adult zebrafish. (3) After lncRNA *gas5* knockout using CRISPR/Cas9 technology, the expression levels of detected genes related to muscle development and adjacent to lncRNA *gas5* were more highly affected in the knockout group compared with the control group, suggesting that lncRNA *gas5* may play a role in embryonic muscle development in zebrafish. (4) The results of the expression of the skeletal myogenesis marker *myod* showed that the expression of *myod* in myotomes was abnormal, suggesting that skeletal myogenesis was affected after lncRNA *gas5* knockout. The results of this study provide an experimental basis for further studies on the role of lncRNA *gas5* in the embryonic skeletal muscle development of zebrafish.

## 1. Introduction

With the increasing development of high-throughput sequencing technology, lncRNAs have been largely discovered in the transcriptomes of humans and several model organisms, including zebrafish. Long non-coding RNA (lncRNA) is a class of non-coding RNAs whose transcript length is not less than 200 bp, and is poorly conserved. Many studies have found that long non-coding RNAs play an important regulatory role in embryonic development, including the differentiation and maintenance of tissues and organs [1,2,3,4,5,6]. They exert their biological functions through epigenetics at the transcriptional and post-transcriptional levels. Recently, Pauli et al. identified 1133 long noncoding RNAs expressed during zebrafish embryogenesis [7]. Another study identified 77 tissue-specific expressed lncRNAs across five investigated adult tissues [8]. In addition, 813 cardiac lincRNA transcripts were identified by performing genome-wide RNA sequencing of zebrafish embryonic hearts, adult hearts, and adult muscle [9]. These studies all suggest that lncRNAs play a certain role in embryonic development and tissue formation. The present study focused on the expression profile of three key organogenesis stages (10, 24, 36 hpf). The hundreds of differentially expressed lncRNAs were screened out across three key stages, during which lncRNA *gas5* caught our attention.

LncRNA *gas5* has direct homologs in humans and mice. LncRNA growth arrest-specific transcription 5 (*gas5*) was first isolated and identified by Schneider et al. in 1988 from the mouse embryonic fibroblast line of growth inhibition, NIH3T3 [10]. According to the literature, lncRNA molecules play an important regulatory role in muscle development and muscle-related diseases [11,12]. LncRNA *gas5* is a key regulatory transcript of mammalian muscle growth and cell apoptosis. Studies have found that lncRNA *gas5* regulates the expression of PTEN by acting on miR-21, thus controlling the proliferation of myocardial fibroblasts and myocardial fibrosis [13]. Several studies have found that lncRNA *gas5* expression is downregulated in some cancer tissues compared to adjacent normal tissue [14,15,16,17,18]. 

In recent years, zebrafish have become the most popular animal model for the study of developmental biology and molecular genetics. As an excellent model species, zebrafish have been widely used because of their numerous advantages, e.g., high fecundity; aptitude for in vitro embryonic development; transparent embryos; convenient real-time imaging; cheap feeding costs; fast growth rate; short breeding cycle; wide variety of established transgenic mutants; and so on [19]. The most important characteristic of zebrafish as an animal model is that 71.4% of zebrafish genes are conserved with human genes [20,21], and the main tissues and organs of zebrafish have similar features to those of humans at the anatomical, physiological, and molecular levels, including the brain [22], heart [23], muscles [24,25], kidney [26], and liver [27].

In this study, zebrafish were selected as the animal model, and the three important organogenesis stages of zebrafish were used for high-throughput sequencing. Thousands of lncRNAs have been discovered, of which lncRNA *gas5* is of interest to us, and its expression and function during the muscle development of zebrafish embryos were studied through qPCR, in situ hybridization, CRISPR/Cas9, and other experimental techniques. This study aims to explore the role of lncRNA *gas5* in the early embryonic muscle development of zebrafish, and to provide an experimental basis for further research on its molecular mechanisms.

## 2. Results

### 2.1. Quality Assement of High-Throughput Sequencing Data

The higher the quality of sequencing, the higher the quality of subsequent data analysis, and the more accurate and detailed analysis results. The useless data were screened out, and the distribution of read quantity in data quality control is shown in Figure S1. The quality of the sequencing data is summarized in Table S1.

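The sequenced RNA came from embryos of the wild-type AB zebrafish line at 3 stages, T1 at 10 hpf (the end of gastrulation), T2 at 24 hpf and T3 at 36 hpf, with 2 libraries per stage. The paper states that 100 embryos per stage were divided at random into 2 groups. No source used here says that the 2 groups came from separate clutches. The *p* values of single genes and transcripts thus measure the spread between these libraries, which may be technical. Total RNA was depleted of rRNA and made into libraries with a kit that marks the strand. The deposited values are RPKM, reads per kilobase of exon scaled to the reads counted in genes, which the authors made with STAR and featureCounts on the GRCz11 genome that the submitters' processing notes name. Whether their counting used the strand is not given in the sources used here, so reads of a gene and of a transcript antisense to it could not be told apart. The gene table holds 30111 genes. The lncRNA table holds 9029 transcripts, of which 3093 are annotated lncRNAs with the same values as in the gene table and 5936 are assembled transcripts with TCONS identifiers. The 27018 genes outside the lncRNA table are called mRNAs here. RPKM times exon length gave whole reads for 100% of the values of the gene table (tolerance 0.01 read), so that the reads in genes could be recovered. They numbered 43611332 and 45275403 in the T1 libraries, 48954178 and 48249525 in the T2 libraries and 49343474 and 51846237 in the T3 libraries. The paper's Table S1 gives 74286386 and 77926694 clean reads for T1, 81812692 and 82198002 for T2 and 83489740 and 86630580 for T3. The RPKM rest on the reads in genes. At these depths, 3 counts, the upper limit that a count of 0 allows, correspond to 0.0579 to 0.0688 RPKM for a gene of 1 kb. This limit covers counting error only and takes each read as independent. Sequencing was paired-end, and the clean reads of each library are an even number, as a count of both mates would be. The reads in genes were 58.1 to 59.8 per 100 clean reads. If clean reads count both mates and nothing was counted repeatedly, counts of pairs could not reach this. The 2 mates of a pair were then counted apart, and the limit is higher than given. The most abundant gene was the mitochondrial rRNA gene *mt-rnr2* at T1 and T2 (2.21% and 2.13% of the reads in genes at T1, 1.6% and 1.74% at T2). At T3 it was *myhz1.1*, a fast-muscle myosin heavy chain gene, with 2.1% and 2.26%. Over 17382 genes, the log2 values of the 2 libraries of a stage correlated with Pearson's r of 0.9776 at T1, 0.9935 at T2 and 0.9952 at T3 (across genes, which are not independent replicates). The T1 libraries differed most, with 725 genes at least 2-fold apart against 65 at T2 and 40 at T3. No pair of libraries differed by as little as the sampling noise of independent reads (median chi-square of the counts of a gene 10.02, 2.15 and 1.71, where 0.45 is expected). Mates counted apart, to which the totals above point, would raise the expected value.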

### 2.2. Identification of Differentially Expressed Genes and lncRNAs at Three Organogenesis Stages

Differentially expressed genes (DEGs) and lncRNAs were identified, and the absolute value of log2FC >1 and *p* value < 0.05 were taken as the criteria (Tables S2–S4). 

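Each pair of stages was compared here with limma on log2(RPKM + 0.5), using the 4 libraries of the stages compared. The mRNA and the lncRNA tables were tested separately, over the features with an RPKM of at least 0.1 in at least 2 of the 4 libraries. A feature was called higher or lower at a Benjamini-Hochberg adjusted *p* under 0.05 with an absolute log2 fold change above 1. Counts at the paper's criteria, an unadjusted *p* under 0.05 and the same fold, were made from the same test. All fold changes are on the log2(RPKM + 0.5) scale, which understates the change of low genes. With 2 libraries against 2, an exact permutation test of a single gene cannot give a *p* below 0.333, so that the calls rest on the spread that limma shares across genes. A fit without 1 library takes the spread from the 2 libraries of the other stage alone. A call lost in such a fit says little about a gene or list. Data were simulated with a single spread for all genes of a stage and with the earlier stage's means. Changes were set only in features of at least 1 RPKM. Real genes differ in spread and the test covers features down to 0.1 RPKM, so the rates below hold for the simulation only. In data simulated from the T2 and T1 libraries, 77% of mRNAs changed by a log2 fold of 1.5 and 100% of those changed by a log2 fold of 3 were called, with 5 of 21359 unchanged mRNAs called. For T3 and T2 these values were 96%, 100% and 1 of 22742, and for T3 and T1 74%, 100% and 2 of 21409. Of simulated lncRNAs changed by a log2 fold of 1.5, 67%, 73% and 73% were called. The thresholds, 32 gene lists (tissues, pathways and complexes of the embryo) and the rule for the genes named were fixed before the data were examined. Lists were tested with limma's camera against all other genes, with Benjamini-Hochberg adjustment over 96 tests. With camera's preset correlation between genes of 0.01, 60 of the 96 tests were called, 37 up and 23 down. In this setting camera's *p* sets the genes of a list against the other genes, with genes and not libraries as its units. It does not measure the spread between libraries. With a correlation estimated from these few libraries none was called, and the adjusted *p* of that test is given beside each list. That setting had little room to call any list. For ribosome biogenesis from T1 to T3, the estimated correlation was 0.007, under the preset one, yet camera's *p* went from 2.69e-24 to 0.00831. A high adjusted *p* in that setting thus does not by itself speak against a list. The estimated correlations differed widely between lists, however. For the sarcomere list they were 0.301 from T1 to T2, 0.564 from T2 to T3 and 0.208 from T1 to T3. For the lens list from T1 to T3 the estimate was 0.023. Where a true correlation lies far above 0.01, camera's *p* with the preset one is too small, and the call of that list is less certain. The medians of the libraries over 12127 genes deviated from their common mean on the log2 scale by 0.0706 and 0.0014 at T1, 0.0598 and 0.03 at T2, and -0.0891 and -0.0727 at T3, and all changes are relative to this shift. Myosin, globin, crystallin and hatching enzyme genes have close copies among which reads can be split, so the values of their single members are uncertain.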

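From 10 to 24 hpf, most mRNAs of contracting muscle, neurons, red blood cells, blood vessels and pigment cells rose, and part of the maternal mRNAs fell. Values are mean RPKM ± SD of the 2 libraries of a stage. *myhz1.1*, a fast-muscle myosin heavy chain gene with close copies (chromosome 5, 32298624 to 32309131), rose from 2.29 ± 0.22 at T1 to 867 ± 89 at T2 (log2 fold change 8.28, standard error 0.13, adjusted *p* = 0.0001 from limma). The calcium pump gene *atp2a1* rose from 1.36 ± 0.033 to 469 ± 70 (log2 fold change 7.97), the myosin light chain gene *myl1* from 0.734 ± 0.034 to 305 ± 39 (7.94) and the troponin gene *tnnt3a* from 1.53 ± 0.38 to 476 ± 65 (7.88). *zf-e68*, which lies beside *myhz1.1* (32262499 to 32274411), rose from 2.51 ± 0.37 to 1430 ± 110 (8.89). Of 32 neuron and synapse genes, 25 rose and 1 fell (median log2 fold change 1.9, camera adjusted *p* = 3.98e-10, adjusted *p* = 0.451 with an estimated correlation). The synaptic gene *snap25a* rose from 0.5 ± 0.11 to 16 ± 1.3, while *inaa*, an intermediate filament gene with the annotated gene LOC103912010 antisense to it, fell from 9.59 ± 0.4 to 2.7 ± 0.88. Of 18 erythroid genes, 12 rose and 2 fell (median 2.7, adjusted *p* = 6.21e-05, adjusted *p* = 0.451 with an estimated correlation). The embryonic globin gene *hbbe3* rose from 0.364 ± 0.31 to 178 ± 28 and *hbbe1.2* from 2.93 ± 1.2 to 206 ± 18. *klf17*, an erythroid transcription factor gene, and the carbonic anhydrase gene *cahz* were the 2 that fell. Of 19 endothelial genes, 13 rose and 1 fell (median 1.51, adjusted *p* = 0.000163, adjusted *p* = 0.461 with an estimated correlation), among them the vascular cadherin gene *cdh5* (0.181 ± 0.26 to 7.52 ± 0.18). The one that fell was *kdr*, a VEGF receptor gene. Between the T1 libraries, 17 of these 19 genes were higher in replicate 1, with a median log2 difference of 0.42. Of 22 neural crest and pigment cell genes, 12 rose and 2 fell (13 and 2 when adjusted over the list alone; median 1.53, adjusted *p* = 0.000533, adjusted *p* = 0.452 with an estimated correlation). The pteridine gene *gch2* rose from 0.171 ± 0.065 to 43.9 ± 4.9, and the crest specifier genes *snai1b* and *tfap2a* fell. Of 6 hatching gland genes, 5 rose (adjusted *p* = 0.00643, adjusted *p* = 0.452 with an estimated correlation). Of 20 maternal and oocyte genes, 8 fell and none rose by limma (9 fell when adjusted over the list alone; median -0.94, adjusted *p* = 3.9e-06, adjusted *p* = 0.452 with an estimated correlation). These genes stood lower in T1 replicate 1, with a median log2 difference of -0.51. Without T2 replicate 1, 8 neuron, 9 erythroid, 5 pigment and 1 hatching gland genes were called higher and no endothelial or maternal gene was called by limma, and without T2 replicate 2 none in these lists was.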

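In all, 3748 of 23028 mRNAs were called between T2 and T1, 2953 higher and 795 lower at T2, and 3861 (3032 higher, 829 lower) at the paper's criteria. After quantile normalization 2135 were higher and 1370 lower, and 2182 and 1423 at the paper's criteria. Of 7979 lncRNAs, 1021 were called, 782 higher and 239 lower, and 1462 (1039 higher, 423 lower) at the paper's criteria. After quantile normalization 642 were higher and 355 lower, and 839 and 615 at the paper's criteria. The 1021 were 906 assembled and 115 annotated transcripts, at 804 loci. The assembled transcript TCONS_00083069 on chromosome 20 (12283109 to 12381294) rose from 0.912 ± 0.33 to 75.7 ± 8.3 RPKM (log2 fold change 5.77, standard error 0.24, adjusted *p* = 0.0096 from limma). The annotated lncRNA LOC110438092 on chromosome 18 rose from 0.571 ± 0.43 to 47.6 ± 3.9 (5.55); 2 assembled transcripts lie antisense to it. TCONS_00058330 on chromosome 13 and LOC110440174, which is antisense to it, rose from 2.2 ± 0.61 to 121 ± 26 and from 2.83 ± 0.99 to 134 ± 35. TCONS_00089228 on chromosome 21 fell from 10.6 ± 2 to 0.291 ± 0.092 (-3.80), and TCONS_00092911 on chromosome 22, which shares its locus with other assembled transcripts, from 26.8 ± 5.7 to 2.28 ± 1.1 (-3.34). Without 1 T2 library the spread came from the T1 libraries alone, which differed most, and far fewer mRNAs passed limma's adjusted *p*. Without 1 T1 library no such loss occurred. None of the mRNAs called with all 4 libraries changed its sign in these fits. Of 145 mRNAs called under the rule for named genes, 39 kept the call without T2 replicate 1 and 5 (*atp2a1*, *myhz1.1*, *myl1*, *tnnt3a* and *zf-e68*) without T2 replicate 2. None changed its sign. No lncRNA passed limma's adjusted *p* without either T2 library, while 1251 and 1041 passed the paper's criteria. Without T1 replicate 1 and 2, 1643 and 681 lncRNAs were called.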

The results showed that a total of 1486 differentially expressed lncRNAs and 5569 DEGs were found between T2 and T1, among which 843 lncRNAs and 4051 DEGs were upregulated and 643 lncRNAs and 1518 DEGs were downregulated (Figure 1). 

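From 24 to 36 hpf, most genes of the lens and part of those of neurons and myeloid cells rose. Of 24 genes of lens crystallins and other lens proteins, 20 rose and none fell by limma (median log2 fold change 3.4, camera adjusted *p* = 7.89e-18, adjusted *p* = 0.451 with an estimated correlation). *crybb1l1* (chromosome 14, 46305025 to 46310601) rose from 12.1 ± 3.6 RPKM at T2 to 211 ± 2.6 at T3 (mean ± SD, 2 libraries each, log2 fold change 4.10, standard error 0.18, adjusted *p* = 8.3e-05 from limma). *cryba2a* rose from 3.86 ± 1 to 69.2 ± 1.6, and *crygm2d2* from 0.0482 ± 0.014 to 11 ± 0.45, with reads that close copies can share. Among called mRNAs above 1 RPKM in each T3 library, the 5 largest rises were of LOC101882472 on chromosome 16 (0.428 ± 0.013 to 165 ± 3.2, log2 fold change 7.48), the gamma crystallin genes *crygm2d8*, *crygm2d5* and *crygm2d18*, the last without reads at T2, and *atp2a1l*, a calcium pump gene (0.227 ± 0.073 to 16.6 ± 0.58). Of 32 neuron and synapse genes, 16 rose and none fell (median 0.99, adjusted *p* = 2.18e-17, adjusted *p* = 0.451 with an estimated correlation). The neurofilament gene *nefma* rose from 4.16 ± 0.9 to 21.7 ± 2.6 and the synaptic gene *snap25b* from 2.83 ± 0.18 to 11.4 ± 0.39. Of 21 neural progenitor genes, 4 rose (median 0.28, adjusted *p* = 0.00168, adjusted *p* = 0.451 with an estimated correlation), among them *ascl1a*, a proneural gene (5.7 ± 0.26 to 15 ± 0.55). Of 12 myeloid genes, 4 rose (median 0.43, adjusted *p* = 0.0112, adjusted *p* = 0.451 with an estimated correlation), among them the neutrophil myeloperoxidase gene *mpx*, from 0.352 ± 0.0036 to 3.28 ± 0.026. Of 18 erythroid genes, 7 rose and *klf17* fell (median 0.46, adjusted *p* = 0.00195, adjusted *p* = 0.495 with an estimated correlation). Of 19 epidermis and ionocyte genes, 2 rose and 1 fell, and the list was not called (adjusted *p* = 0.601). The keratin gene *krtt1c19e* rose from 10.3 ± 2 to 133 ± 0.24. Of 22 neural crest and pigment cell genes, 3 rose and 2 fell (median 0.26, adjusted *p* = 0.0387, adjusted *p* = 0.495 with an estimated correlation). Of 50 Hox genes, 2 fell and none rose by limma (median -0.35, adjusted *p* = 3.5e-05, adjusted *p* = 0.452 with an estimated correlation), with *hoxb1a*, a hindbrain gene, going from 8.89 ± 0.23 to 2.55 ± 0.17. Among 19 endothelial genes, 1 fell and none rose by limma, and the list was not called (adjusted *p* = 0.346). *tmem8c*, known as the myoblast fusion factor gene myomaker, fell from 4.92 ± 1.2 to 0.132 ± 0.057 (log2 fold change -3.09), and *abcb11a*, a bile salt transporter gene, from 11.1 ± 3.3 to 0.62 ± 0.092 (-3.35).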

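In all, 1421 of 23161 mRNAs were called between T3 and T2, 933 higher and 488 lower at T3, and 1429 (937 higher, 492 lower) at the paper's criteria. After median centring 1209 were higher and 326 lower, and 1212 and 331 at the paper's criteria. Of 7909 lncRNAs, 617 were called, 313 higher and 304 lower, and 716 (357 higher, 359 lower) at the paper's criteria. After median centring 421 were higher and 201 lower, and 476 and 247 at the paper's criteria. The 617 were 532 assembled and 85 annotated transcripts, at 504 loci. LOC101885256 on chromosome 2 (59094418 to 59116905) rose from 0.673 ± 0.46 to 46.5 ± 5.9 RPKM (log2 fold change 5.38, standard error 0.29, adjusted *p* = 0.0023 from limma), and TCONS_00006344, which is antisense to it, from 0.612 ± 0.42 to 42.2 ± 5.4. The means and SDs of these 2 stand in nearly the same proportion at both stages. The same reads may have been counted for both, so they are not 2 separate rises. LOC100536415 on the same chromosome, also with an antisense transcript, rose from 1.76 ± 0.57 to 30.9 ± 0.69 (3.82). TCONS_00061344 on chromosome 13 fell from 9.43 ± 0.42 to 0.628 ± 0.14 (-3.14). TCONS_00119659, on a scaffold outside the chromosomes, fell from 724 ± 480 to 16.6 ± 2 (-5.23). Without 1 of the 4 libraries, 1306 to 1689 mRNAs were called, and 89 to 95 of the 98 mRNAs called under the rule for named genes kept the call. Of lncRNAs, 19 were called without T2 replicate 1, 337 without T2 replicate 2 and none by limma without either T3 library, where 707 and 779 passed the paper's criteria. Of 14 named lncRNAs, 7 kept the call without T2 replicate 1, 14 without T2 replicate 2 and none without either T3 library. With all 6 libraries in one fit, 402 lncRNAs were called.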

Between T3 and T2, a total of 844 differentially expressed lncRNAs and 2827 DEGs were identified, among which 482 lncRNAs and 2003 DEGs were upregulated and 362 lncRNAs and 824 DEGs were downregulated (Figure 1). 

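From 10 to 36 hpf, most genes of neurons, red blood cells, blood vessels, pigment cells and the lens and part of those of the liver rose, and part of the maternal genes fell. Of 24 genes of lens crystallins and other lens proteins, 19 rose and none fell by limma (median 3.81, camera adjusted *p* = 5.53e-10, adjusted *p* = 0.451 with an estimated correlation). Of 32 neuron and synapse genes, 29 rose and 1 fell (median log2 fold change 3.05, camera adjusted *p* = 1.45e-11, adjusted *p* = 0.451 with an estimated correlation). *stmn2a*, a gene of growing axons, rose from 0.122 ± 0.055 RPKM to 22 ± 0.15 (mean ± SD, 2 libraries each). Of 21 neural progenitor genes, 10 rose and 3 fell (median 0.63, adjusted *p* = 0.0453, adjusted *p* = 0.465 with an estimated correlation). The radial glia gene *fabp7a* rose from 0.497 ± 0.52 to 104 ± 0.69. *sox19a*, a SoxB1 gene, fell from 25.4 ± 0.19 to 10.5 ± 0.4. Of 18 erythroid genes, 11 rose and 2 fell (median 3.84, adjusted *p* = 0.000167, adjusted *p* = 0.451 with an estimated correlation). *hbbe3* stood at 255 ± 4.8 at T3. Of 19 endothelial genes, 12 rose and 2 fell (adjusted *p* = 0.00113, adjusted *p* = 0.495 with an estimated correlation). The 2 were *kdr* and *etv2*, an early vascular transcription factor gene. Of 22 neural crest and pigment cell genes, 12 rose and 3 fell (13 and 3 when adjusted over the list alone; adjusted *p* = 0.000776, adjusted *p* = 0.451 with an estimated correlation). The melanin gene *tyrp1b* rose from 0.248 ± 0.07 to 46.8 ± 2.7, and *foxd3*, a crest specifier gene, fell from 12.8 ± 2.3 to 3.7 ± 0.56. Of 26 genes of liver, gut and yolk, 13 rose and 4 fell (adjusted *p* = 0.0162, adjusted *p* = 0.451 with an estimated correlation). The fibrinogen gene *fga* rose from 0.964 ± 0.5 to 46 ± 1.6, and *fabp2*, a fatty acid binding protein gene, fell from 242 ± 22 to 56.9 ± 1.2. Of 17 cardiac muscle genes, 8 rose and 3 fell, and the list was not called (adjusted *p* = 0.0507). The cardiac myosin genes *cmlc1* (0.168 ± 0.075 to 30.2 ± 2.7) and *vmhc* (0.133 ± 0.12 to 20 ± 0.46) rose. The 3 that fell were *gata4*, *gata5* and *gata6*, genes of endoderm and heart specification. Of 50 Hox genes, 6 rose (10 without T1 replicate 1) and 11 fell, and the list was not called (adjusted *p* = 0.159). Those that rose included *hoxa13a*, *hoxb13a*, *hoxc12a* and *hoxc13a*, which stood at 0.0955 ± 0.06, 0.0958 ± 0.025, 0.218 ± 0.029 and 0.049 ± 0.042 at T1. Of 20 maternal and oocyte genes, 10 fell and none rose by limma (adjusted *p* = 2.07e-05, adjusted *p* = 0.452 with an estimated correlation), among them *ddx4*, the germ cell helicase gene vasa, from 4.55 ± 2.5 to 0.598 ± 0.095. These genes stood lower in T1 replicate 1 than in T1 replicate 2, and 2 and 1 of them were called lower without T3 replicate 1 and 2.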

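In all, 5994 of 23133 mRNAs were called between T3 and T1, 3968 higher and 2026 lower at T3, and 6060 (4003 higher, 2057 lower) at the paper's criteria. After quantile normalization 3185 were higher and 2849 lower, and 3200 and 2875 at the paper's criteria. Of 7971 lncRNAs, 2053 were called, 1252 higher and 801 lower, and 2266 (1326 higher, 940 lower) at the paper's criteria. They were 1764 assembled and 289 annotated transcripts, at 1644 loci. The fast myosin gene *myhz1.1* reached 3620 ± 190 RPKM at T3 (log2 fold change 10.35, standard error 0.11, adjusted *p* = 4.9e-05 from limma), so that its T1 level was 0.0631% of its T3 level. The largest falls among mRNAs included *cdx4*, a homeobox gene of the tail bud (112 ± 31 to 0.758 ± 0.025, log2 fold change -6.45), *ctsc*, a cathepsin gene (180 ± 27 to 3.84 ± 0.19, -5.37), and *hsd3b2*, a steroid dehydrogenase gene (65.6 ± 17 to 1.07 ± 0.0035, -5.37). TCONS_00058330 and its antisense partner LOC110440174 on chromosome 13 reached 587 ± 54 and 667 ± 4 at T3 (7.78 and 7.68). LOC110438092 reached 160 ± 6.7 and LOC110438008 rose from 0.596 ± 0.36 to 144 ± 17. TCONS_00092911 fell to 0.72 ± 0.043 (-4.47). Without T3 replicate 1 and 2, 3496 and 3446 mRNAs were called, and 129 and 125 of the 168 mRNAs called under the rule for named genes kept the call. No lncRNA was called by limma without either T3 library, while 1781 and 1847 passed the paper's criteria. Without T1 replicate 1 and 2, 2539 and 2098 lncRNAs were called.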

A total of 2137 differentially expressed lncRNAs and 8028 DEGs were discovered after comparing T3 and T1, among which 1148 lncRNAs and 5180 DEGs were upregulated and 989 lncRNAs and 2848 DEGs were downregulated (Figure 1).

### 2.3. GO Term and KEGG Pathway Enrichment Analysis of DEGs

To identify the function of DEGs, the DEGs were subjected to GO term and KEGG pathway enrichment analyses [28]. 

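Most genes of muscle structure rose and most genes of somite formation fell from T1 to T3. Of 61 genes of the sarcomere and of muscle contraction, 54 rose and none fell by limma from T1 to T2 (median log2 fold change 3.94, camera adjusted *p* = 6.84e-24, adjusted *p* = 0.451 with an estimated correlation). From T2 to T3, 33 rose and 5 fell (median 1.07, adjusted *p* = 1.02e-11, adjusted *p* = 0.455 with an estimated correlation), and from T1 to T3, 54 rose (median 5.51, adjusted *p* = 6.01e-22, adjusted *p* = 0.451 with an estimated correlation). The parvalbumin gene *pvalb1* rose from 28.9 ± 12 RPKM at T2 to 489 ± 12 at T3, while *tnni2b.1*, a troponin gene, fell from 422 ± 0.13 to 134 ± 1.6 and *smyd1b*, a gene of myosin assembly, from 166 ± 9.8 to 68.7 ± 5.2 (mean ± SD, 2 libraries each). Of 11 muscle development genes chosen by the study, 5 rose and 1 fell from T1 to T2, 1 rose and 2 fell from T2 to T3, and 4 rose and 1 fell from T1 to T3. This list was called in no comparison (adjusted *p* = 0.353, 0.0932 and 0.71), and since the study chose it, it is not independent evidence of a direction. Between the T1 libraries, 8 of the 11 were higher in replicate 1, with a median log2 difference of 0.41, against a median change from T1 to T2 of 0.55. The myogenic regulator *myog* rose from 1.32 ± 0.65 at T1 to 15.4 ± 1.4 at T2 (log2 fold change 3.17, standard error 0.27, adjusted *p* = 0.0025 from limma) and fell to 1.98 ± 0.27 at T3 (-2.68, standard error 0.11, adjusted *p* = 3.8e-05). *myf5*, a regulator of early myoblasts, fell from 19 ± 3.9 to 2.18 ± 0.43 (-2.86) and stood at 2.17 ± 0.21 at T3. *myod1* was not called and stood at 4.77 ± 2.4, 6.8 ± 0.65 and 4.17 ± 0.4. *mef2ca*, a gene of sarcomere assembly, rose from 2.31 ± 1.6 to 37.9 ± 1.6 (3.89). At T3 it was 17.8 ± 0.71, a fall by 1.07 on the log2 scale that is no longer called after median centring or quantile normalization or with all 6 libraries in one fit. The muscle stem cell gene *pax7a* rose from 1.41 ± 0.65 to 17.2 ± 0.58 and the myosin gene *myhc4* from 0.14 ± 0.022 to 30.1 ± 9.1 and then 158 ± 8.1. Called in no comparison were *igf2a* (6.21 ± 1.7, 4.63 ± 0.4 and 5.35 ± 0.36 at T1, T2 and T3), *nkx2.5* (0.379 ± 0.12, 0.624 ± 0.18 and 0.464 ± 0.0093), *srfa* (4.75 ± 0.34, 3.96 ± 0.15 and 3.02 ± 0.066) and *pax3a* (46.9 ± 0.12, 30.9 ± 1.8 and 23.3 ± 0.47). From T1 to T3 *pax3a* lay at the fold threshold and was called with a pseudocount of 0.1, with voom and without T3 replicate 1. Of 25 genes of the somite clock and presomitic mesoderm, 18 fell and none rose from T1 to T2 (median -1.68, adjusted *p* = 9.96e-10, adjusted *p* = 0.451 with an estimated correlation). Of 24, 8 fell from T2 to T3 (adjusted *p* = 0.0338, adjusted *p* = 0.539 with an estimated correlation), a list call that ends under the stricter filter. From T1 to T3, 18 fell and *her15.1* rose (median -2.12, adjusted *p* = 2.24e-07, adjusted *p* = 0.451 with an estimated correlation). *cdx4* stood at 7.09 ± 1 at T2 (-3.87 from T1). *msgn1*, a regulator of presomitic mesoderm, fell from 36.3 ± 1.5 to 2.23 ± 1 and then 0.195 ± 0.023 (-3.80 and -1.92). Of 22 genes of pluripotency and gastrula patterning, 12 fell and 1 rose from T1 to T2 (14 and 1 when adjusted over the list alone; median -1.25, adjusted *p* = 1.22e-06, adjusted *p* = 0.455 with an estimated correlation). The ventral patterning gene *ved* fell from 96.3 ± 30 to 7.15 ± 0.74. Between the T1 libraries, 2 of these 22 genes were higher in replicate 1, with a median log2 difference of -0.65. Of 19, 7 fell from T2 to T3 (adjusted *p* = 0.009, adjusted *p* = 0.455 with an estimated correlation), and of 21, 13 fell from T1 to T3 (adjusted *p* = 4.58e-06, adjusted *p* = 0.465 with an estimated correlation). Annotated GO terms were not tested, since the deposited tables carry none. Without T2 replicate 1 and 2, 33 and 11 sarcomere genes were called higher and 5 and 0 genes of the somite clock and 2 and 0 of pluripotency lower from T1 to T2, with 1 and 0 of the 11 muscle development genes higher. From T1 to T3 without T3 replicate 1 and 2, 2 and 2 of these 11 were called higher and 2 and 1 lower.

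**Figure D1:**
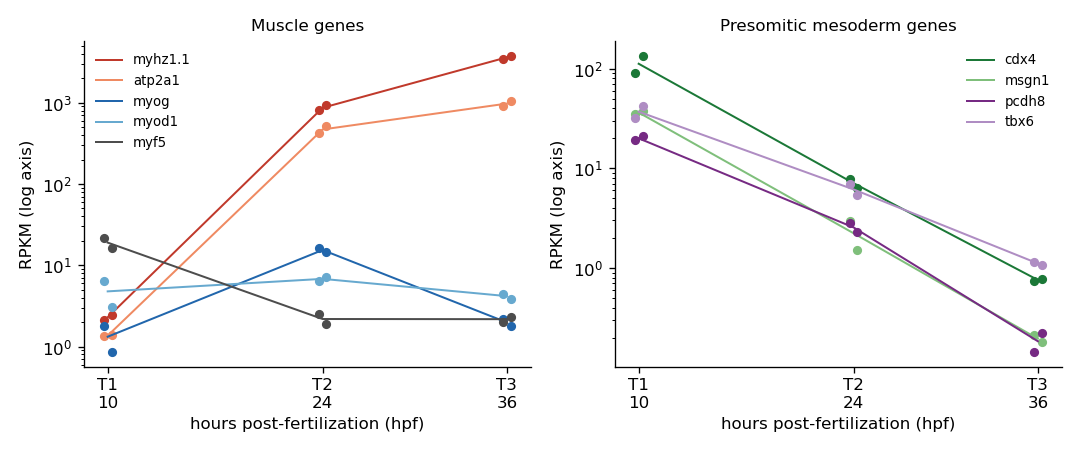
RPKM (log axis) of 5 muscle genes and 4 presomitic mesoderm genes against hours post-fertilization. Points are the 2 libraries of a stage and lines join the stage means. *myog* is highest at T2 with 15.4, and *cdx4* falls at each step.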

GO term analysis showed that the biological functions of DEGs were mainly concentrated in tissue development, somite development, somitogenesis, embryo development, muscle structure development, etc. (Figure 2, Tables S5–S10).

KEGG pathway enrichment analysis showed that DEGs were mainly involved in the Wnt signaling pathway, ECM–receptor interaction, vascular smooth muscle contraction, MAPK signaling pathway, tight junction, etc. 

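Of the genes of the extracellular matrix and its receptors, more rose than fell in all 3 comparisons, with laminin and fibronectin genes among those that fell. Of 45 such genes, 22 rose and 4 fell from T1 to T2 (median log2 fold change 0.96, camera adjusted *p* = 0.00061, adjusted *p* = 0.452 with an estimated correlation). From T2 to T3, 8 rose and 1 fell (adjusted *p* = 0.000533, adjusted *p* = 0.452 with an estimated correlation), and from T1 to T3, 22 rose and 7 fell (23 and 7 when adjusted over the list alone; adjusted *p* = 0.000966, adjusted *p* = 0.455 with an estimated correlation). The collagen gene *col1a1a* rose from 0.668 ± 0.39 RPKM at T1 to 86.5 ± 4.4 at T2 and 209 ± 10 at T3 (mean ± SD, 2 libraries each, log2 fold changes 6.26 and 1.27, adjusted *p* = 0.00055 and 8.8e-05 from limma). *col1a1b* rose to 111 ± 10 and 327 ± 13. The laminin gene *lama2*, which has an assembled transcript antisense to it, rose from 0.168 ± 0.033 to 17.6 ± 0.15. The laminin gene *lama1* fell from 125 ± 30 to 33 ± 2.8 (-1.89), and the fibronectin genes *fn1a* and *fn1b* from 38.7 ± 16 to 8.66 ± 0.59 and from 67.5 ± 12 to 15.2 ± 2.3. Genes of the Wnt signaling pathway changed in both directions. Of 61, 7 rose and 10 fell from T1 to T2 (median -0.17, adjusted *p* = 0.0387, adjusted *p* = 0.495 with an estimated correlation), while 20 of these 61 were higher in T1 replicate 1 than in T1 replicate 2, with a median log2 difference of -0.11, and 3 fell from T2 to T3 (median -0.14, adjusted *p* = 0.0453, adjusted *p* = 0.541 with an estimated correlation). Of 60, 10 rose and 16 fell from T1 to T3 (median -0.41, adjusted *p* = 0.0213, adjusted *p* = 0.495 with an estimated correlation). All 3 calls of this list end after quantile normalization (adjusted *p* = 0.18, 0.0532 and 0.065). The ligand gene *wnt8a* fell from 9.44 ± 2.8 to 0.267 ± 0.03 (-3.67) and the Wnt target gene *sp5l* from 21.8 ± 6 to 2.76 ± 0.38. The ligand gene *wnt7aa* rose from 1.6 ± 0.0032 to 11.2 ± 0.32, the receptor gene *fzd1* from 1 ± 0.073 to 4.89 ± 0.66 and the inhibitor gene *dkk1a* from 0.141 ± 0.053 to 2.67 ± 0.26. Of 26 genes of smooth muscle contraction, 9 rose and none fell by limma from T1 to T2 (median 0.64, adjusted *p* = 0.00741, adjusted *p* = 0.451 with an estimated correlation), and of 25, 10 rose from T1 to T3 (adjusted *p* = 0.0113, adjusted *p* = 0.452 with an estimated correlation). The potassium channel gene *kcnma1a* rose from 0.47 ± 0.098 to 4.08 ± 0.2 and the kinase gene *prkg1a* from 1.34 ± 0.2 to 8.55 ± 0.1. From T2 to T3, 1 rose and 1 fell, and the list was not called (median -0.05, mean 0.02, adjusted *p* = 0.601). Of 24 targets of FGF and MAPK signaling, 5 rose and 3 fell from T1 to T2, 2 rose and 2 fell from T2 to T3, and 6 rose and 8 fell from T1 to T3. The list was called in none of these comparisons (adjusted *p* = 0.134, 0.533 and 0.219). The hindbrain gene *egr2b* fell from 12.3 ± 1.3 to 1.53 ± 0.57 and 0.133 ± 0.11, and *spry1*, an inhibitor of FGF signaling, from 20.2 ± 2.3 to 8.37 ± 1.2 and 4.5 ± 0.0037 (-2.04 from T1 to T3). Of 46 tight junction genes, 8 rose and 1 fell from T1 to T2 and 6 rose and 4 fell from T1 to T3, and neither comparison called the list (adjusted *p* = 0.908 and 0.601). From T2 to T3, 1 rose and 2 fell (median -0.29, adjusted *p* = 0.0459, adjusted *p* = 0.451 with an estimated correlation), a call that ends under the stricter filter and with all 6 libraries in one fit. The claudin gene *cldn1* rose from 1.49 ± 0.26 to 15 ± 0.28 by T2, and the adhesion gene *jam2a* rose from 1.36 ± 0.022 to 8.18 ± 0.92 and fell to 2.12 ± 0.0021. Annotated KEGG pathways were not tested, since the deposited tables carry none, and the lists hold well known members only. Without T2 replicate 1, 5 genes of the matrix list were called higher from T1 to T2 and 1 MAPK target lower, and no Wnt, smooth muscle or tight junction gene was called by limma. Without T2 replicate 2 no gene of these lists was called. From T1 to T3 without T3 replicate 1 and 2, 6 and 6 Wnt genes were higher and 7 and 8 lower, 6 and 5 smooth muscle genes higher, 3 and 3 MAPK targets higher and 4 and 4 lower, 3 and 3 tight junction genes higher and 1 and 2 lower, and 19 and 19 matrix genes higher and 4 and 4 lower.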

(Figure S2, Tables S11–S16).

### 2.4. qPCR Validation

To validate the reliability of the sequencing data, the expression profiles of 11 differentially expressed lncRNAs and 8 DEGs were detected using qPCR. 

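The 11 lncRNAs and 8 mRNAs of the qPCR panels were read from the RPKM of the same 3 stages. Of the 11 lncRNAs, 10 were called in at least 1 of the 3 comparisons. From T1 to T2, 5 were higher and none was lower by limma (6 and 1 when adjusted over the list alone), from T2 to T3, 4 were higher and 1 lower, and from T1 to T3, 7 were higher and 3 lower. As a list they were called from T2 to T3 (median log2 fold change 0.62, camera adjusted *p* = 0.0162, adjusted *p* = 0.451 with an estimated correlation) and not from T1 to T2 (adjusted *p* = 0.13) or from T1 to T3 (adjusted *p* = 0.0565). Of the 8 mRNAs, 5 were called in at least 1 comparison, *smtnl1*, *calr*, *rpe65b*, *tnni1al* and *pvalb4*. From T1 to T2, 5 were higher (adjusted *p* = 0.00162, adjusted *p* = 0.451 with an estimated correlation), from T2 to T3, 2 were higher and 1 lower (adjusted *p* = 0.68), and from T1 to T3, 4 were higher (adjusted *p* = 0.0313, adjusted *p* = 0.452 with an estimated correlation). The study chose both panels, so that their counts are not independent evidence of a direction. The muscle gene *smtnl1* was highest at T2, with 66.3 ± 6.8 RPKM against 1.04 ± 0.96 at T1 and 17.6 ± 0.93 at T3 (mean ± SD, 2 libraries each). LOC101885256 had no reads at T1 and was called higher at T3. The lncRNA *gas5* was lower at T3 than at T1. Without either T2 library none of the panel lncRNAs was called from T1 to T2, and without either T3 library none from T1 to T3, by limma, which then called no lncRNA at all.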

The qPCR results showed that the expression patterns of DEGs and lncRNAs at three different stages were similar with the RNA sequencing data, indicating that the sequencing data were very reliable and could be used for subsequent studies (Figures S3 and S4). Among the discovered differentially expressed long non-coding RNAs, *gas5* has been studied in some other species, including mice and humans, but has not been reported in zebrafish; therefore, the function of the lncRNA *gas5* in zebrafish caught our interest.

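The lncRNA *gas5* lies on the minus strand of chromosome 8 of GRCz11, from 16609829 to 16613482. Its level was 13 ± 0.3 RPKM at T1 (12.8 and 13.3 in the 2 libraries), 7.85 ± 0.22 at T2 (7.69 and 8) and 4.32 ± 0.59 at T3 (3.9 and 4.74, mean ± SD, 2 libraries each). From T1 to T3 it fell by 1.50 on the log2 scale (standard error 0.18, adjusted *p* = 0.0059 from limma). From T1 to T2 the log2 fold change was -0.70 (standard error 0.16, adjusted *p* = 0.055), and from T2 to T3 it was -0.80 (standard error 0.15, adjusted *p* = 0.032), which did not pass the fold threshold. The assembled transcript TCONS_00040562, which lies antisense to *gas5* on the plus strand, stood at 17.1 ± 1.1, 15.3 ± 0.65 and 10.9 ± 2.4 RPKM and was called in no comparison. As the sources used here do not say whether the counting used the strand, part of the reads given to one of the 2 may belong to the other. Among noncoding RNAs with named counterparts in other vertebrates, 4 of the 17 symbols of that list were found, and *gas5* was the 1 called lower from T1 to T3. The list was called in no comparison (adjusted *p* = 0.211, 0.768 and 0.739). Without either T3 library *gas5* was not called from T1 to T3. Such a fit rests on a single T3 library and cannot decide about *gas5*. Its T3 values of 3.9 and 4.74 both lay below its T1 values of 12.8 and 13.3.

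**Figure D2:**
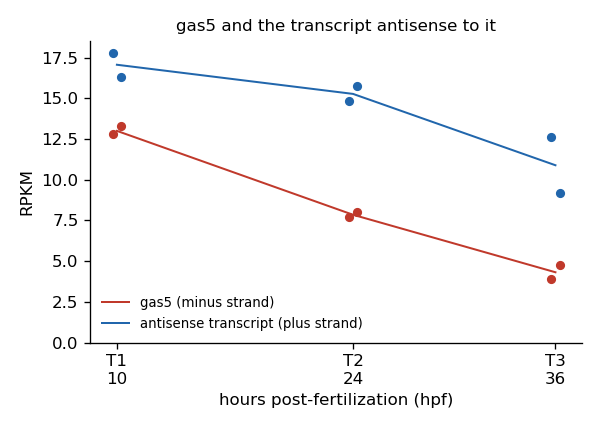
RPKM of *gas5* and of the transcript antisense to it against hours post-fertilization. Points are the 2 libraries of a stage and lines join the stage means. *gas5* falls from 13 at T1 to 4.32 at T3, and the antisense transcript stands above it at each stage. The levels of an annotated and an assembled transcript may not be on one scale.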

### 2.5. The Spatiotemporal Expression Pattern of lncRNA gas5 at Different Developmental Stages of Zebrafish Embryos

The temporal and spatial expression of lncRNA *gas5* was detected by qPCR and whole embryo in situ hybridization at different developmental stages in zebrafish. qPCR results showed that lncRNA *gas5* was universally expressed at different developmental stages of zebrafish embryos (0, 2, 6, 10, 16, 24, 36, 48, 72, 96 hpf), and the expression levels of 6~36 hpf were relatively high compared with other stages (Figure 3b). In situ hybridization results showed that lncRNA *gas5* showed a generalized expression pattern at 0~16 hpf (Figure 3a). However, lncRNA *gas5* was mainly expressed in the eyes, brain, and spinal cord at 24~48 hpf (Figure 3a). At 72 hpf, lncRNA *gas5* was mainly expressed in the head, including the telencephalon, diencephalon, midbrain, posterior brain, cerebellum, and eyes (Figure 3a).

### 2.6. Expression of lncRNA gas5 in Different Tissues of Adult Zebrafish

The expression profiles of lncRNA *gas5* in eight different tissues of adult zebrafish (eye, tail, heart, muscle, liver, kidney, brain, and spleen) were detected by qPCR. The results showed that lncRNA *gas5* was expressed in all the different tissues of adult zebrafish, and the expression level from high to low was as follows: brain > eye > kidney > spleen > muscle > tail > liver > heart (Figure 3c).

### 2.7. The Validation of lncRNA gas5 Knockout

At twenty-four hours after injection, eight eggs were selected for genomic sequencing to test the knockout effect. Sequencing results showed that, compared with zebrafish embryos without injection (NI) and zebrafish embryos only injected with Cas9 protein, the genomic DNA sequencing map of zebrafish embryos co-injected with sgRNA and Cas9 showed homogeneous cross-peaks after the target sites, while no cross-peaks appeared in the control groups, indicating that lncRNA *gas5* knockout was initially successful (Figure S6).

To further verify the knockout results, zebrafish embryos microinjected 24 h later were collected, and the expression level of lncRNA *gas5* was detected by qPCR and in situ hybridization. qPCR detection results showed that the expression level of lncRNA *gas5* in the knockout group was significantly decreased compared with that in the control group (Figure 4a). In situ hybridization results also showed that the lncRNA *gas5* expression levels in brains, eyes, and spinal cords were decreased in the knockout group compared with the control groups (Figure 4b).

### 2.8. Effect of lncRNA gas5 Knockout on Embryonic Development of Zebrafish

After depletion of lncRNA *gas5* using CRISPR/Cas9 technology, the mortality and malformation rates of zebrafish embryos were analyzed. The results showed that the normal survival rate of embryos in the NI group was 93%, the mortality rate was 7%, and there was no developmental deformity. In the group microinjected only with Cas9, 64% of the embryos did not show any phenotypic abnormalities, 34% of the embryos died, and the remaining 2% of the embryos showed developmental abnormalities to some extent. In the knockout group, 55% of embryos died, 3% were deformed, and only 42% survived normally. In conclusion, the death rate and abnormality rate of embryos in the knockout group were higher than those in control groups (Figure 4h), which indicates that lncRNA *gas5* is involved in embryonic development.

Compared with the control group (Figure 4c), delayed embryonic development was observed in the knockout group (Figure 4d), and developmental malformations were also observed to some extent, including enlargement of the yolk extension (Figure 4e), small or absent eyes (Figure 4f), nonseparation of two otoliths, etc. (Figure 4g).

### 2.9. Effect of lncRNA gas5 Knockout on the Expression of Genes Related to Embryonic Muscle Development in Zebrafish

After lncRNA *gas5* was knocked out with CRISPR/Cas9 technology, qPCR was used to test the expression levels of 11 genes (*mef2ca*, *nkx2.5*, *myhc4*, *srfa*, *igf2a*, *myod1*, *myog*, *myf5*, *pax3a*, *pax7a*, *myf6*) related to embryonic muscle development in zebrafish. The results showed that the expression levels of *mef2ca*, *myhc4*, *myod1*, *nkx2.5*, *myf6*, *pax3a*, and *pax7a* in the knockout group were significantly decreased compared with those in the control group. The expression levels of *myog*, *myf5*, and *srfa* were significantly increased compared with that in the control group. The expression level of *igf2a* showed no significant difference compared with the control group (Figure 5a). In summary, lncRNA *gas5* depletion affected the expression levels of some muscle-related genes, which indicates that it may play a certain role in muscle development. However, the specific molecular mechanisms need further study.

### 2.10. Effect of lncRNA gas5 Knockout on the Expression of Its Candidate Target Genes

According to relevant studies, lncRNAs can affect the expression of their neighboring genes through signaling, guiding, isolating, or scaffold molecules [29,30,31,32,33,34]. The prediction of cis target genes of lncRNA *gas5* showed that five genes (*tor3a*, *osbpl9*, *calr*, *si:ch211-198n5+11*, and *rpe65b*), located 100 kb upstream and downstream of lncRNA *gas5*, were identified as candidate target genes. 

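Around *gas5*, 12 mRNAs and 2 lncRNAs of the deposited tables lie within 100 kb on chromosome 8. Of the 5 candidate target genes, *calr* and *rpe65b* were called between stages. *calr*, which encodes the chaperone calreticulin, rose from 29.2 ± 12 RPKM at T1 to 110 ± 1.4 at T2 (mean ± SD, 2 libraries each, log2 fold change 1.96, standard error 0.29, adjusted *p* = 0.0085 from limma). It stood at 100 ± 17 at T3 (1.81 from T1 to T3, standard error 0.32, adjusted *p* = 0.0089). Its T1 libraries differed, with 37.8 and 20.6. *rpe65b*, a paralog of the retinoid isomerase gene *rpe65a*, rose from 2.09 ± 0.014 to 5.37 ± 0.083 (1.18, standard error 0.13, adjusted *p* = 0.0044), a call that ends after quantile normalization (log2 fold change 0.92). It overlaps *ch211-198n5.11*, the gene the paper writes *si:ch211-198n5+11*, which lies on the opposite strand. The other 3 were not called. *tor3a*, which encodes a torsin, stood at 1.1 ± 0.096, 2.18 ± 0.16 and 0.963 ± 0.13. Its log2 fold changes of 0.75 and -0.87 (adjusted *p* = 0.022 and 0.0019 from limma) missed the fold threshold only. From T2 to T3 it was called with a pseudocount of 0.1 (-1.10) and with voom (-1.17). *osbpl9*, which encodes a lipid binding protein, stood at 12.9 ± 0.7, 13 ± 0.51 and 11.9 ± 0.022, and *ch211-198n5.11* at 1.32 ± 0.39, 2.07 ± 0.11 and 1.58 ± 0.28. *tor3a* and *osbpl9* are the nearest mRNAs, with 825 and 1968 bp between them and *gas5*. The distances to *calr*, *ch211-198n5.11* and *rpe65b* are 17275, 63412 and 74884 bp. Of the 11 neighbours in Table S17, 2 rose from T1 to T2 (adjusted *p* = 0.141 by camera), none was called from T2 to T3 by limma, where the list went down (median -0.31, adjusted *p* = 0.0113, adjusted *p* = 0.451 with an estimated correlation), and 1 rose from T1 to T3 (adjusted *p* = 0.811). The study chose these genes by their place, so that they are not independent evidence of a direction. The embryos were not edited. Without either T2 library neither *calr* nor *rpe65b* was called from T1 to T2, and without either T3 library *calr* was not called from T1 to T3. These fits take the spread from the other stage alone, so they cannot decide about these genes.

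**Figure D3:**
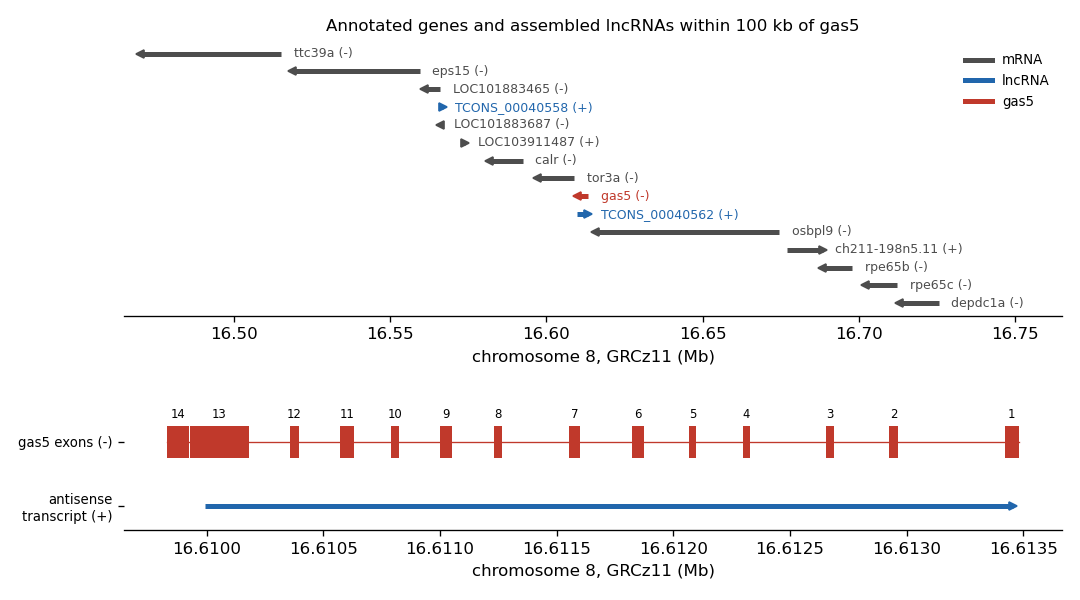
Map of chromosome 8 in Mb (GRCz11). The upper part shows *gas5* and the 14 other genes and transcripts within 100 kb, each bar from start to end with an arrow in the direction of transcription. The lower part shows the 14 exons of *gas5* and the extent of the antisense transcript TCONS_00040562, which spans 16609991 to 16613456.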

QPCR was used to detect the expression of its five candidate target genes (*tor3a*, *osbpl9*, *calr*, *si:ch211-198n5+11*, *rpe65b*) in zebrafish embryos 24 hpf, after lncRNA *gas5* was knocked out using CRISPR/Cas9 technology (Figure 5b, Table S17). Interestingly, the results showed that, except *osbp19*, the expression levels of the other four genes decreased significantly compared with that in the control group. This indicates that with the loss of lncRNA *gas5* function, the expression levels of its neighboring genes were affected, but the specific mechanisms involved need to be studied further.

### 2.11. The Skeletal Muscle Development of Zebrafish Was Affected after lncRNA gas5 Was Knocked Out

In order to further study the role of lncRNA *gas5* in zebrafish skeletal muscle development, the expression of the skeletal myogenesis marker *myod* was analyzed using whole-mount in situ hybridization in zebrafish embryos at 10, 24, and 36 hpf. The results demonstrated that, compared with the control embryos (embryos with nothing injected (Figure 6a) and those with only Cas9 injected (Figure 6b)), lncRNA *gas5* knockout led to the abnormal expression of *myod* in the myotomes of KO embryos at 10, 24, and 36 hpf (Figure 6c), which indicates that zebrafish skeletal myogenesis was affected after lncRNA knockout and further proves the role of lncRNA *gas5* in the muscle development of zebrafish.

## 3. Discussion

Several previous transcriptome studies have identified more than 3000 lncRNAs in both embryogenesis stages and adult tissues of zebrafish [7,8,9]. However, the functions of most lncRNAs remain largely unknown. Recently, a number of studies have demonstrated that lncRNAs are related to cardiovascular development [35,36], heart development [37,38], and neurodevelopment [39,40]. Genes preferentially expressed in one of the stages could be of high relevance to stage-specific developmental and molecular events [41]. The morphology of zebrafish changes greatly across 10, 24, and 36 hpf—the rudiments of the primary organs become visible, the tail bud becomes more prominent at segmentation stages (10~24 hpf) [42], and embryos at these three stages undergo key organogenesis stages. Genome-wide sequencing was performed to obtain genes associated with specific organogenesis processes, and our interest focused on lncRNA *gas5*.

LncRNA *gas5* has homologs in humans and mice [43], and some studies have demonstrated that it plays an important regulatory role in muscle development and proliferation in myocardial and muscle-related diseases [11,12,13]. In addition, several studies on lncRNA *gas5* have focused on tumor biology, and most of the research results show that the relative expression of lncRNA *gas5* in tumor tissues is decreased, indicating that lncRNA *gas5* has certain anticancer effects. LncRNA *gas5* was also found to inhibit the activation of cardiac fibroblasts. However, relative research in zebrafish is very limited. Only one report demonstrates that the decrease of lncRNA *gas5* expression results in significantly increased expression of its neighboring gene, *osbpl9* (encoding lipid-binding protein) [44], suggesting that lncRNA *gas5* may play a cis-regulatory role. There is no relevant study on the role of lncRNA *gas5* in the muscle development of zebrafish.

Skeletal muscle is an important muscle type that plays an important role in the life activities of organisms. All skeletal muscle is derived from the corresponding region of the head mesoderm or somatic mesoderm [45,46]. In addition, cardiac muscle and smooth muscle are also important muscle types [7]. Skeletal muscle is an indispensable tissue in animals [47,48]. The developmental process of zebrafish skeletal muscle mainly involves the differentiation of myogenic ganglion cells into myoblasts and the fusion of myoblasts into muscle tubes, which further grow and differentiate into multinucleated muscle fibers under the interaction of a series of signaling pathway molecules and myogenic regulatory factors [49,50]. Myogenic regulatory factors (MRFs) play an important role in skeletal muscle differentiation [51] and are essential in promoting muscle cell differentiation. The MRF family includes four transcription factors: myogenic differentiation antigen (*myod*), *myf5*, myogenin (*myog*), and (*mrf4*). In skeletal muscle development, transcription factors paired box 3 (*pax3*), transcription factors paired box 7 (*pax7*), and MRFs constitute an important regulatory network [52,53]. (MEF2) is a family of MADS frame transcription factors, including MEF2A, MEF2B, MEF2C, and MEF2D. MEF2 and MRF gene families can interact directly to synergistically regulate muscle growth and differentiation through transcriptional activation of the *myog* gene. *Mef2* expression after *myog* can promote myogenic differentiation [54,55]. MEF2 itself does not have the ability to regulate muscle differentiation, but plays an important role in assisting MRFs. In the present study, genes involved in the embryonic muscle development of zebrafish were analyzed using qPCR after lncRNA *gas5* was knocked out, and it was found that their expression levels were changed. Among these detected genes, including some genes associated with muscle development (*mef2ca* [56], *Nkx2.5* [57], *myhc, srfa*), myogenic regulators (*myog*, *myod1*, *myf5*, *myf6*) [58,59,60,61] and transcription factors (*pax3a*, *pax7a*) are all required for skeletal muscle growth and differentiation. Changes in the expression levels of these genes after lncRNA *gas5* was knocked out indicate that the muscle development and differentiation were affected. This results suggest that lncRNA *gas5* may be involved in embryonic muscle development in zebrafish.

The various functions of lncRNAs can be summarized into four molecular mechanism models, which are signal; guide; decoy; and scaffold, in which lncRNAs act as a guide to regulate the expression of neighboring genes through cis-action and affect the expression levels of remote genes through trans-action [34]. In the present study, qPCR was used to detect the expression of five candidate target genes after lncRNA *gas5* was knocked out. The results showed that the expression of the neighboring gene *osbp19* increased significantly compared with that in the control group, which indicates that lncRNA *gas5* may have a cis-regulatory effect on the embryonic development of zebrafish. These results are consistent with previous results [44]. However, Mehdi et al. observed that the transcription of neighboring genes was significantly altered in some lncRNAs-knockout mutants generated by CRISPR-Cas9. But it did not affect embryogenesis, viability, or fertility, which indicates that lncRNAs have no overt function [44]. Therefore, the specific function of lncRNA *gas5* needs to be studied further in the future.

## 4. Materials and Methods

### 4.1. Zebrafish Husbandry and Embryo Collection

The AB wild-type zebrafish (Danio rerio) used in this study were purchased from the Institute of Hydrobiology at the Chinese Academy of Science (Wuhan, China). The experimental fish were bred and maintained in the standard zebrafish breeding system of our laboratory, with a photoperiod of 14 h light/10 h dark in a closed loop aquaculture system according to standard procedures [62]. They were fed twice a day with live brine shrimp. All animal processing was approved by the Institutional Animal Care and Use Committee of Henan Normal University.

On the night before the zebrafish embryos were collected, one female and one male were placed overnight on each side of the baffle in incubation tanks. The baffles were removed in the morning on the second day. Embryos were collected after spawning ended, and were cultured in E3 medium (5 mmol/L NaCl, 0.17 mmol/L KCl, 0.33 mmol/L CaCl_2_, and 0.33 mmol/L MgSO_4_, pH 7.2) at 28 °C. Embryos were harvested according to the experimental requirements, and the different stages of embryonic development of zebrafish were described according to a previous report [42]. A total of 100 embryos from each stage (10 hpf, 24 hpf, and 36 hpf) were selected and randomly divided into two groups for sequencing by the DNBSEQ-T7 sequencer (MGI Tech Co., Ltd., Wuhan, China). The chorionic membrane was manually removed with tweezers and frozen with liquid nitrogen before sequencing.

### 4.2. cDNA Library Contruction, Transcriptome Sequencing, and Bioinformatic Analysis

RNA was isolated from the 3 different key organogenesis stages (10, 24, and 36 hpf) using TRIzol reagent (Invitrogen, Carlsbad, USA, cat. NO 15596026). RNA quality was determined by examining A260/A280 with the NanodropTM OneCspectrophotometer (Thermo Fisher Scientific Inc, Massachusetts, USA.). RNA Integrity was confirmed by 1.5% agarose gel electrophoresis. Qualified RNA was finally quantified by Qubit3.0 with the QubitTM RNA Broad Range Assay kit (Life Technologies, Carlsbad, USA, Q10210). Next, 2 μg total RNA was used for stranded RNA sequencing library preparation using the Ribo-off rRNA Depletion Kit (Catalog NO. MRZG12324, Illumina, Santiago, USA) and the KC-DigitalTM Stranded mRNA Library Prep Kit for Illumina^®^ (Catalog NO. DR08502, Wuhan Seqhealth Co., Ltd., Wuhan, China), following the manufacturer’s instructions.

High-throughput sequencing was performed using the DNBSEQ-T7 sequencer (MGI Tech Co., Ltd., Wuhan, China) with the PE150 model. After the library was constructed, strict quality inspection was carried out on the constructed library. The original sequencing data contained adapter sequences and low-quality read segments, which had a great impact on the subsequent analysis. To ensure the accuracy of the subsequent analysis, the original sequencing data were filtered first. The specific quality control protocol is as follows: remove the adapter sequence in reads and filter out reads shorter than 15 bp. Low-quality reads are filtered and discarded when the proportion of bases below Q20 is greater than 0.08. STAR software (version 2.5.3a) was used to map the reads to the genome. Reads mapped to the exon regions of each gene were counted by feature counts (Subread-1.5.1; Bioconductor), and then RPKM was calculated. Genes differentially expressed between groups were identified using the edgeR package (version 3.12.1). The absolute value of log2FC > 1 and *p* value < 0.05 were used as a standard for differentially expressed genes. Genes located 100 kb upstream and downstream of the lncRNA locus were selected as candidate cis-target genes. 

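For *gas5*, the 11 distances in the paper's Table S17 equal the distances between the midpoints of *gas5* and of each gene in the deposited coordinates, within 1 bp. Of these genes, *depdc1a* and *ttc39a* lie beyond 100 kb by that measure (107538 and 119075 bp) and within it when counted from edge to edge (99331 and 94642 bp).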

Gene ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis for target genes were both implemented by KOBAS software (version: 2.1.1) with a *p*-value < 0.05 as a cutoff.

### 4.3. qPCR Detection

To validate the reliability of sequencing data, the expression profiles of 8 DEGs (*smtnl1*, *tor3a*, *osbpl9*, *calr*, *rpe65b*, *si:ch211-198n5+11*, *tnni1al*, *pvalb4*) and 11 differentially expressed lncRNAs (LOC108179067, LOC108179796, LOC108192140, LOC101885256, LOC100536039, LOC101884451, LOC101884456, LOC103910859, LOC103909205, ch73-21g5.7, lncRNA *gas5*) were detected using qPCR. In addition, to detect the effects of lncRNA *gas5* knockout on the expression of genes related to embryonic muscle development and genes adjacent to lncRNA *gas5*, PCR was also performed. All primer sequences are shown in Table S18. The reference gene used in this study is eukaryotic translation elongation factor 1 alpha 1 (*eef1a1*), which is used to normalize the initial concentration difference of samples [63]. The reaction system was as follows: 1 μL cDNA, 5 μL MonAmp^TM^ SYBR Green qPCR Mix, 0.4 μL each primer (20 μM), and 3.2 μL nuclease-free water. The PCR conditions were as follows: 10 min at 95 °C, followed by 45 cycles at 95 °C for 15 s, 60 °C for 60 s, and a cooling stage at 4 °C. The 2^−ΔΔCt^ method was used to analyze expression levels.

### 4.4. Zebrafish LncRNA gas5

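The deposited annotation gives *gas5* 14 exons with a summed length of 863 bp. This is longer than the transcript length that the paper states, and the difference was not examined. Exon 1 spans 16613420 to 16613482 (63 bp) at the 5′ end of the gene, and exon 14 spans 16609829 to 16609922 (94 bp). Exon 13 is the longest with 252 bp, and the other exons measure 29 to 94 bp. The lower edge of exon 13, 16609929, lies only a few bases from the upper edge of exon 14, 16609922. No annotated mRNA exon overlaps the gene. The assembled transcript TCONS_00040562 lies over it on the plus strand, from 16609991 to 16613456.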

Through the online Ensembl database (http://asia.ensembl.org/index.html) (accessed on 23 October 2023), NCBI (https://www.ncbi.nlm.nih.gov/) (accessed on 23 October 2022), ZFIN (http://zfin.org/)(accessed on 23 October 2022), and CPAT (http://lilab.research.bcm.edu/cpat/)(accessed on 23 October 2022), the bioinformatics analysis of lncRNA *gas5* found that lncRNA *gas5* is located on chromosome 8 of zebrafish with 14 exons and the transcript length is 799 bp, belonging to the long intergenic noncoding RNA (Figure S5). Analysis results of CPAT (version 1.2.4), an online coding capability software, showed that lncRNA *gas5* does not have the ability to encode proteins (Figure S5).

### 4.5. The Temporal and Spatial Expression Pattern of lncRNA gas5

To further investigate the function of lncRNA *gas5*, the spatiotemporal expression pattern of lncRNA *gas5* was detected by qPCR and in situ hybridization. The prepared RNA was reverse-transcribed into cDNA using the HiFiScript cDNA Synthesis Kit (Cwbiotich, Beijing, China), and the prepared cDNA was diluted 5 times and used as a template for qPCR detection using MonAmp^TM^ SYBR Green qPCR Mix (Monad, Zhuhai China). The reaction system and PCR conditions were the same as above. The primers of PCR and the probe are presented in Table S18.

The spatial expression of lncRNA *gas5* was detected by in situ hybridization. The PCR fragments were cloned into a pGEM-T easy vector and sequenced to verify whether the fragment was ligated to the vector. The antisense and sense probes were transcribed by SP6 or T7 to generate the DIG-labeled probe using the linearized vector, including PCR target fragments as a template. Whole-mount in situ hybridization was performed as previously described [64].

### 4.6. LncRNA gas5 Knockout by CRISPR/Cas9

CRISPR‒Cas9 sgRNAs (single-guide RNAs) were designed by using the online website (https://www.CRISPRscan.org/?page=sequence) (accessed on 2 March 2023). LncRNA *gas5* has a total of 14 exons, and the target site is located in the sixth exon with a sequence of 20 bp base: GGGATCAAGCTGTATGGAGA (Figure S5b). SgRNA was transcribed using the sgRNA In Vitro One-Step Transcription Kit (Novoprotein Scientific Inc., Shanghai, China). The detection primer sequence was as follows: F (5′-3′): CTGAAGCACCATAAACCAAT, R (5′-3′): TAGGCAATAAGCCAGAACAA, and the amplified product length was 438 bp. SgRNA (100 ng/μL) for lncRNA *gas5* and Cas9 nuclease (300 ng/μL) (Novoprotein Scientific Inc., Shanghai, China) were co-injected into the yolks of one- to two-cell embryos, and embryos microinjected with only 300 ng/μL Cas9, as well as those with nothing injected, were regarded as controls. The correct size of the PCR fragment amplified by the detection primer was selected to be sequenced to detect the knockout effect. If the sequencing results show that there are low uniform cross-peaks after the target site, but no cross-peaks before the target site, the knockout is basically successful.

### 4.7. Prediction of lncRNA gas5 Target Genes of cis Action

The prediction of cis target genes is based on the correlation between the function of lncRNA and its adjacent protein-coding genes, and lncRNAs located upstream and downstream of coding proteins may interact with promoters or other cis-acting elements of co-expressed genes, thereby regulating gene expression at the transcriptional or post-transcriptional level. Therefore, we identified the genes within 100 kb upstream and downstream of the lncRNA locus, and these were selected as candidate target genes.

### 4.8. Statistical Analysis

The qPCR experiment was carried out in triplicate. Data are described as means ± standard error of mean (SEM). Shapiro–Wilk tests were used to determine the normal distribution and homoscedasticity. Comparisons of the gene expression levels between control groups and knockout groups were performed by unpaired *t*-tests using GraphPad Prism 8.0. Comparisons of the gene expression levels of different developmental stages and different tissues were performed using one-way ANOVA. Probability (*p*) < 0.05 was deemed as statistically significant.

## 5. Conclusions

In this study, we conducted transcriptome sequencing on three different organogenesis stages of zebrafish embryos, screened thousands of differentially expressed genes and long non-coding RNAs, and further studied the function of lncRNA *gas5*. Firstly, qPCR and whole embryo in situ hybridization were used to study lncRNA *gas5* expression profiles in different developmental stages of zebrafish embryos and in different tissues of adult zebrafish, and the results showed that lncRNA gas5 was expressed in almost every developmental stage and in every tissue. Then, CRISPR-Cas9 technology was used to study its function; the results found that zebrafish embryonic development was affected, and the expression of muscle-related genes and candidate target genes was also affected after lncRNA *gas5* was knocked out. The whole-mount in situ hybridization analyses of *myod* expression showed that the *myod* expression in myotomes was affected after lncRNA *gas5* knockout. All these results indicate that lncRNA *gas5* may play a certain role in the development of zebrafish embryonic skeletal muscle, but its molecular mechanisms need to be confirmed in the future.

## Figures and Tables

**Figure 1:**
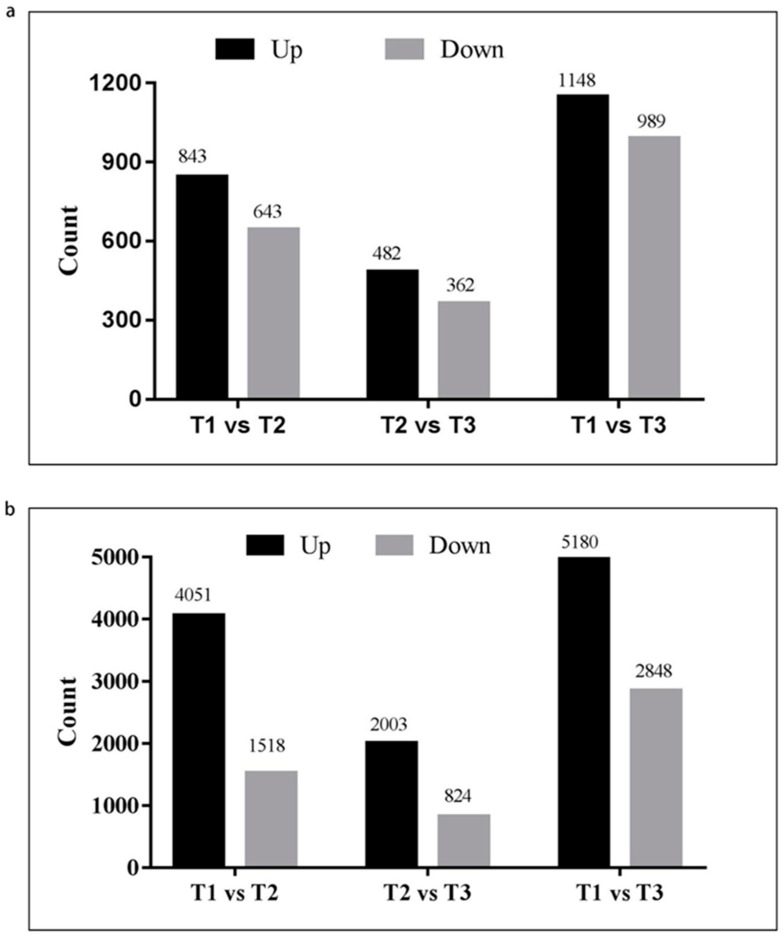
Analysis of differentially expressed mRNAs and lncRNAs in three stages of zebrafish embryonic development. (**a**) Differentially expressed lncRNAs. (**b**) Differentially expressed mRNAs.

**Figure 2:**
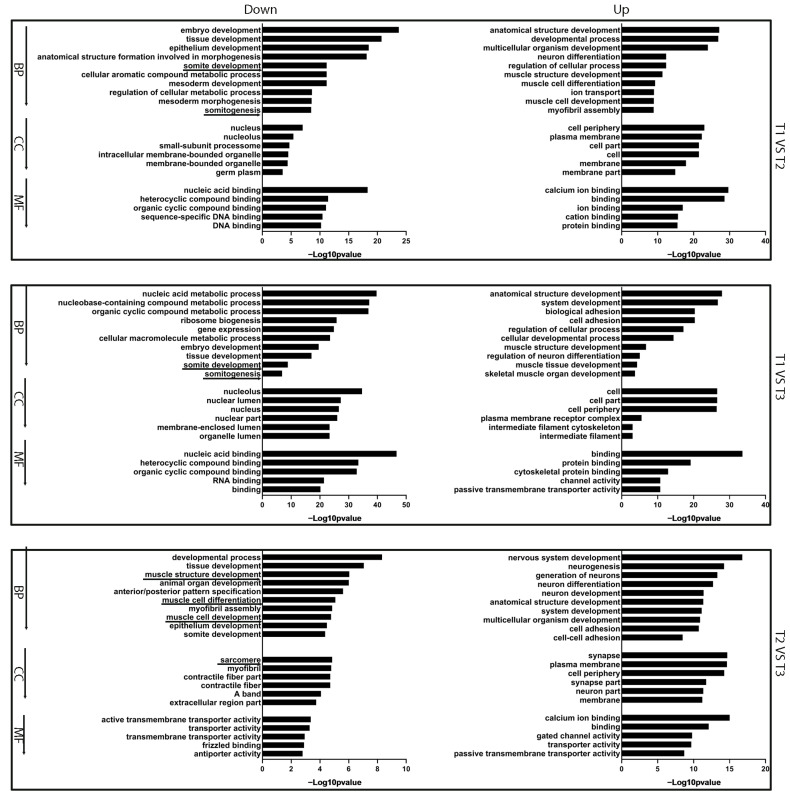
GO enrichment analysis of DEGs at different stages of zebrafish embryonic development. BP: biological process. CC: cellular component. MF: molecular function. Down means downregulated genes, Up means upregulated genes. Underline indicates the terms related with muscle development.

**Figure 3:**
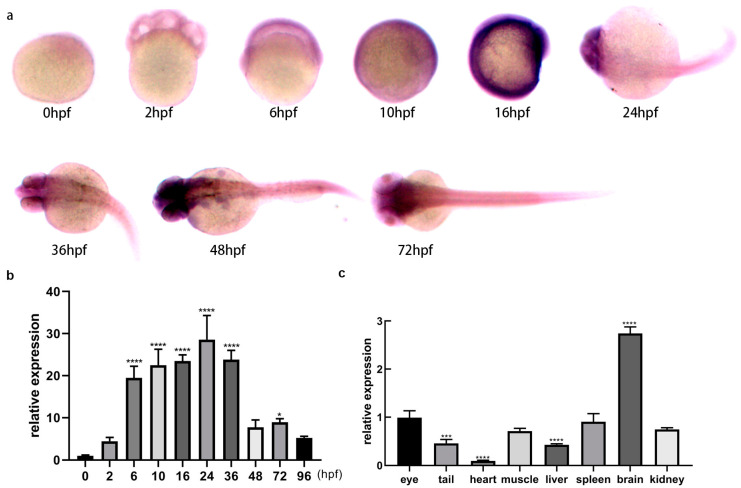
Spatiotemporal expression of lncRNA *gas5* in zebrafish. (**a**) Spatial expression at different developmental stages of zebrafish embryos using in situ hybridization. Microscope’s magnification: 45 ×. (**b**) Expression at different developmental stages, analyzed using qPCR. The expression level of 0 hpf was set as 1, and the relative expression levels of other stages were compared with that of 0 hpf. (**c**) Expression profiles in various tissues of adult zebrafish, detected using qPCR. The expression level of the eyes was set as 1, and the relative expression levels of other tissues were compared with that of the eyes. Data of qPCR derived from three independent experiments are shown as mean ± SEM. * indicates *p* < 0.05, *** indicates *p* < 0.001, **** indicates *p* < 0.0001.

**Figure 4:**
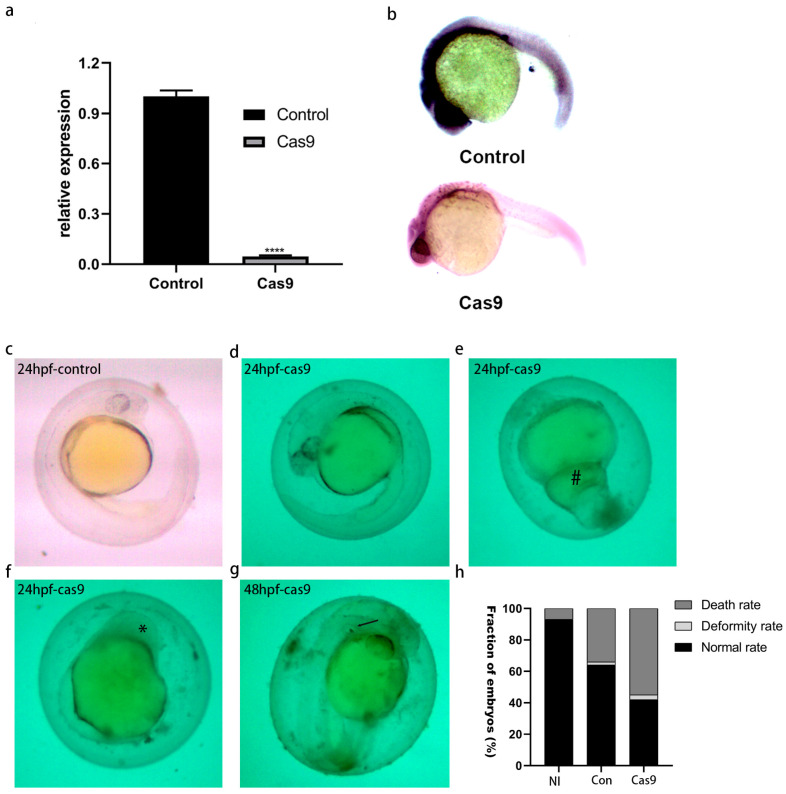
The effects of lncRNA *gas5* knockout. (**a**) The expression level of lncRNA *gas5* knockout embryos, detected by qPCR. Data derived from three independent experiments are shown as mean ± SEM. **** indicates *p* < 0.0001. (**b**) The expression level of lncRNA *gas5* knockout embryos, detected by in situ hybridization. NI represents no injection, control represents only injection of Cas9 protein, Cas9 represents co-injection of sgRNA and Cas9 protein. Microscope’s magnification: 45 × (**c**–**h**) The effects of knockout on embryonic development. Microscope’s magnification: 45 ×. #: enlargement of yolk extension. *: small or absent eyes, arrows indicate nonseparation of two otoliths.

**Figure 5:**
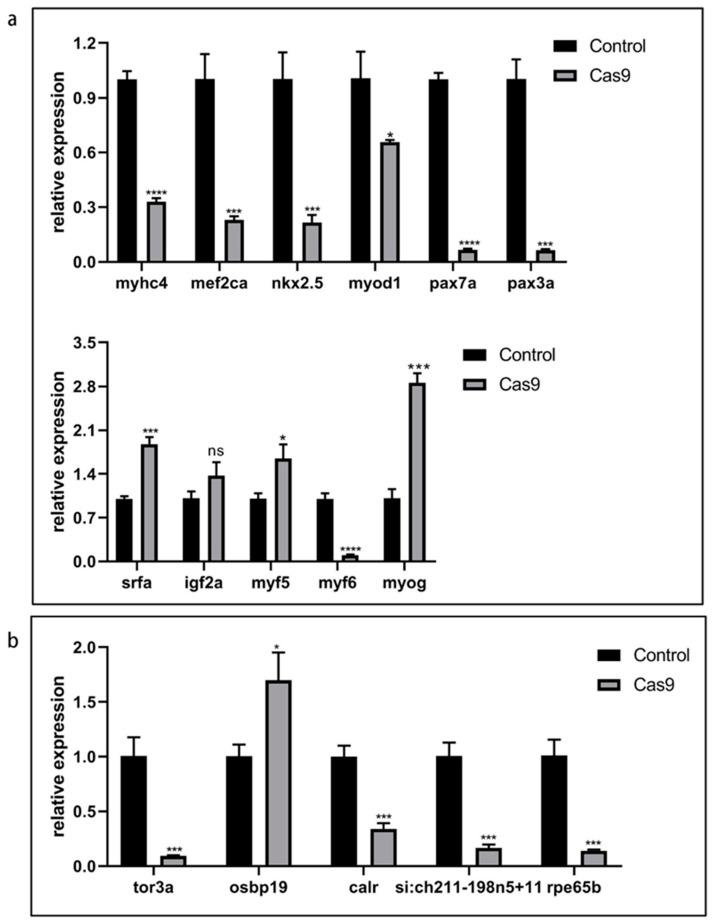
Effect of lncRNA *gas5* knockout on expression levels of related genes. (**a**) Expression of genes related to muscle development in zebrafish embryos 24 hpf. (**b**) Expression of genes adjacent to lncRNA *gas5* in zebrafish embryos 24 hpf. Control represents only injection of Cas9 protein. Data from qPCR derived from three independent experiments are shown as mean ±SEM. * indicates *p* < 0.05, *** indicates *p* < 0.001, **** indicates *p* < 0.0001.

**Figure 6:**
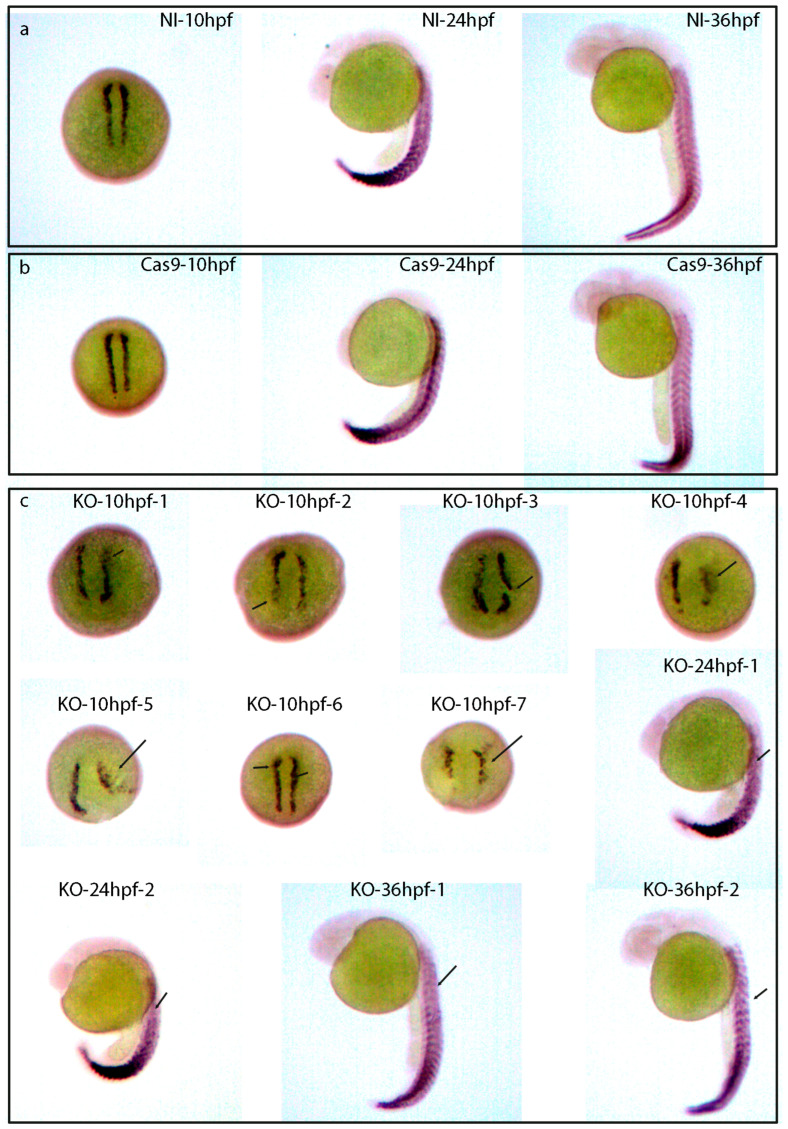
Whole-mount in situ hybridization of skeletal myogenesis marker *myod* in control and knockout zebrafish embryos at 10, 24, and 36 hpf. (**a**) Whole-mount in situ hybridization of skeletal myogenesis marker *myod* in non-injected (NI) embryos at 10, 24, and 36 hpf. (**b**) Whole-mount in situ hybridization of skeletal myogenesis marker *myod* in only Cas9-injected embryos at 10, 24, and 36 hpf. (**c**) Whole-mount in situ hybridization of skeletal myogenesis marker *myod* in knockout embryos (KO) at 10, 24, and 36 hpf. Arrows indicate the abnormal expression of *myod* in myotomes. NI indicates no injection. KO indicates knockout. Microscope’s magnification: 45 ×

## Data Availability

All materials and analyzed data are included in this published article and the supplementary information files. RNA-seq data sets used in our study are available in the National Center for Biotechnology Information Gene Expression Omnibus under the accession number GSE235668.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25063440/s1.

# Supplementary material for: Systematic Identification of Long Noncoding RNAs during Three Key Organogenesis Stages in Zebrafish
**Source:** Int J Mol Sci. 2024 Mar 19;25(6):3440. doi: 10.3390/ijms25063440
**Supplement:** Supplementary file 1

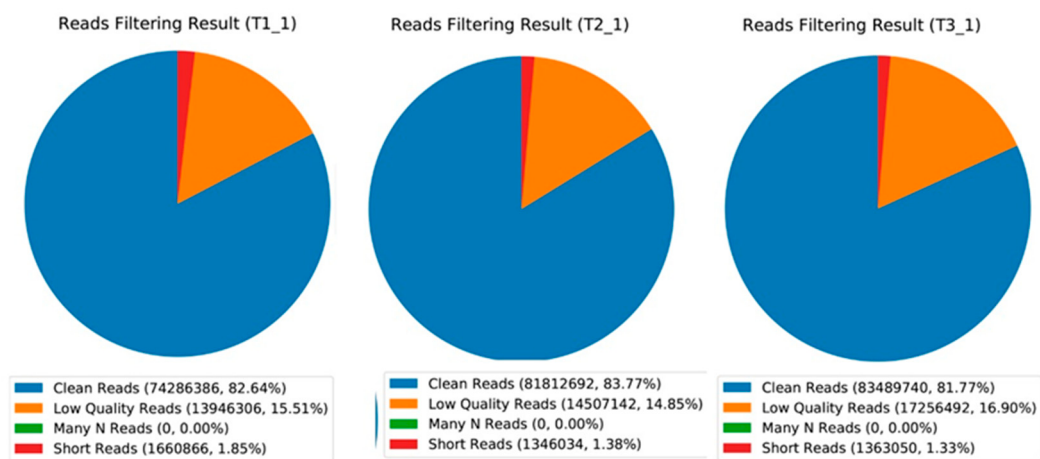

Figure S1 Distribution diagram of reads in data quality control.

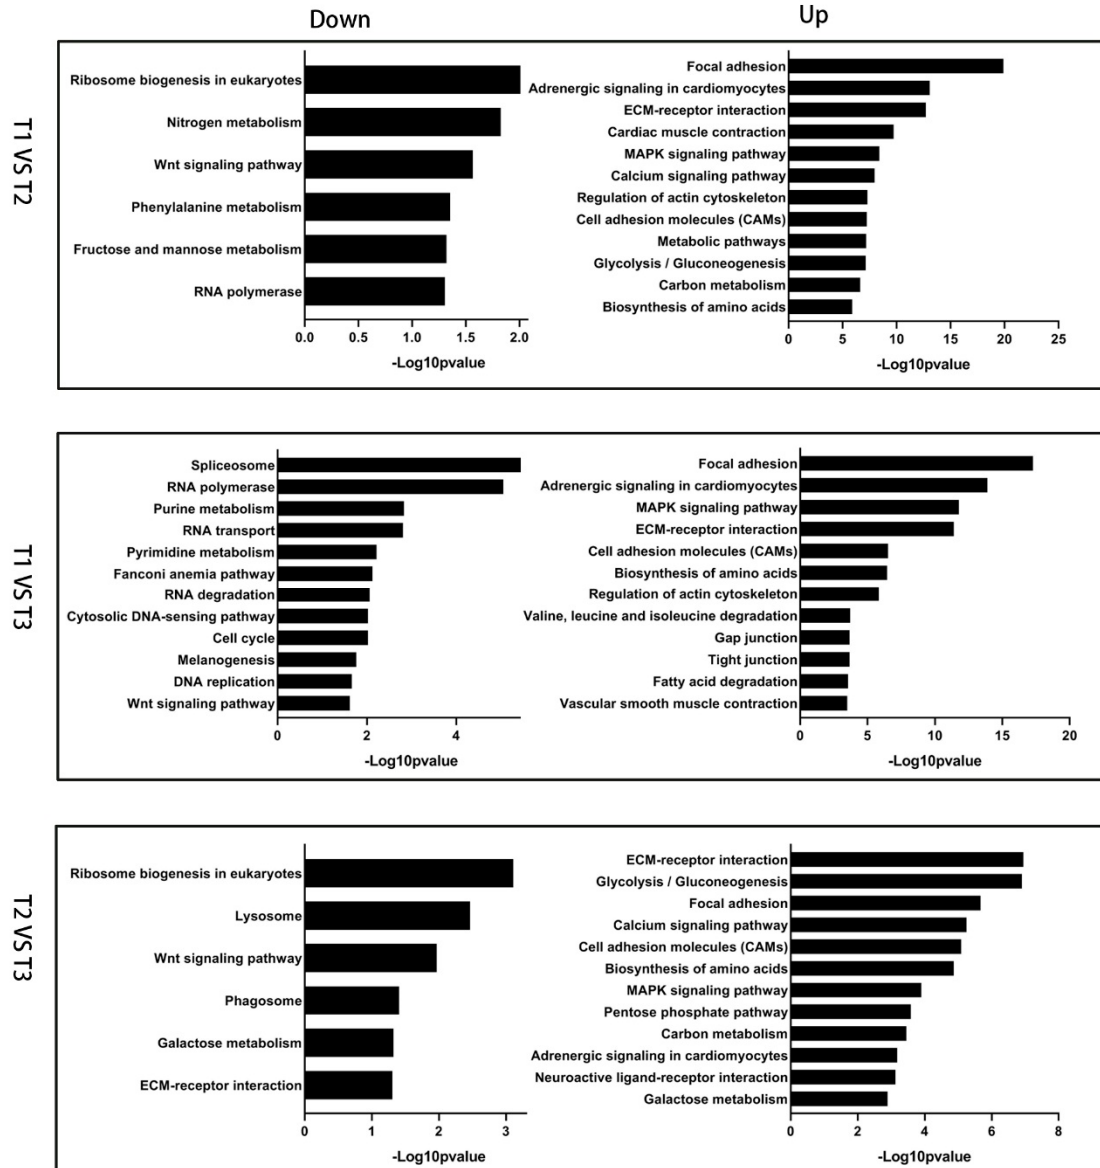

Figure S2 KEGG enrichment analysis of DEGs at different stages of zebrafish embryonic development.

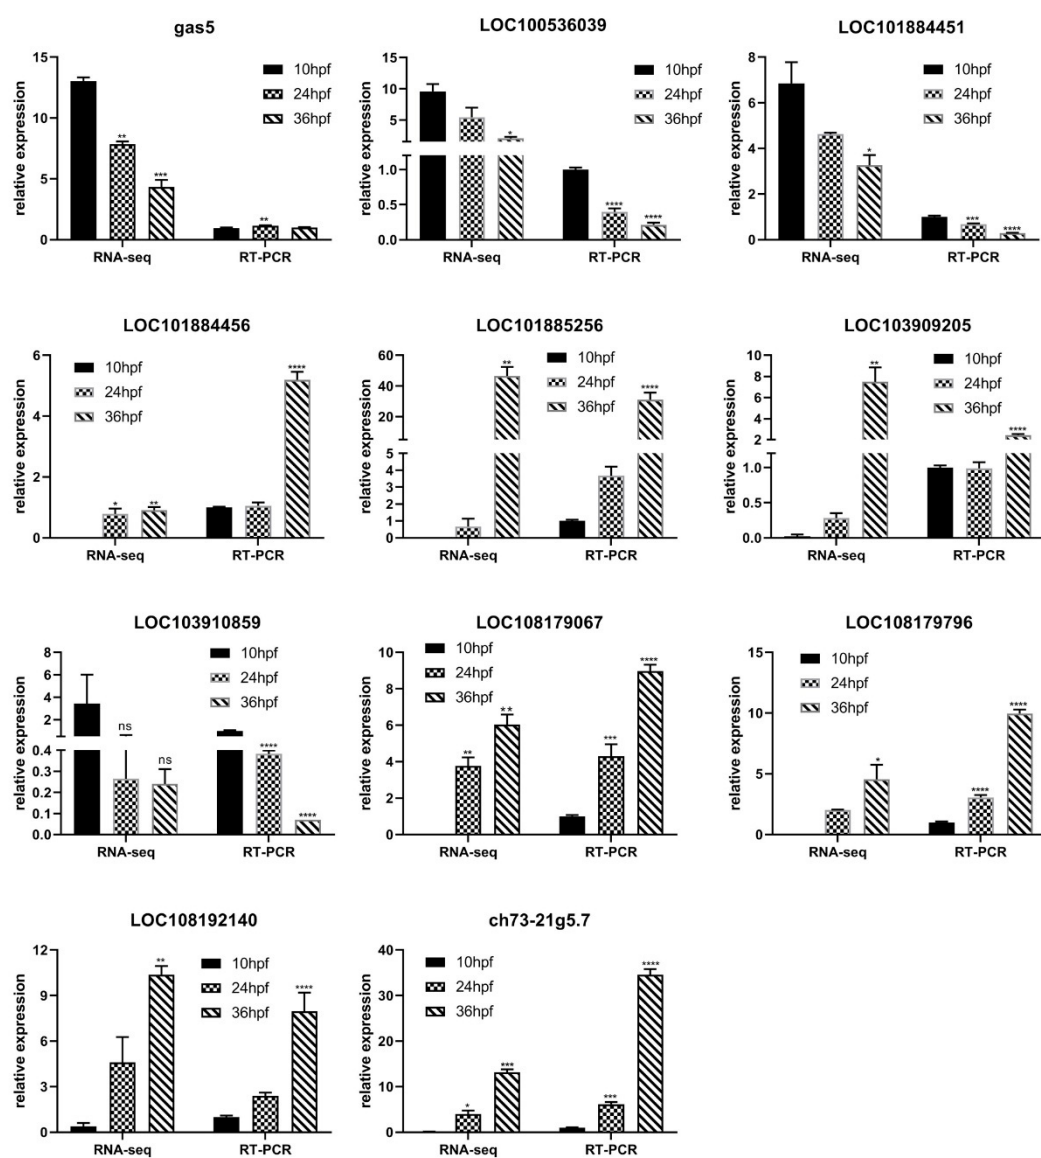

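The RPKM of the lncRNAs measured by qPCR are given as mean ± SD of 2 libraries at T1, T2 and T3. LOC108179067, LOC108179796 and LOC101885256 had no reads at T1 in either library. LOC108179067 stood at 3.76 ± 0.48 at T2 and 6.04 ± 0.55 at T3 and LOC108179796 at 2.03 ± 0.021 and 4.55 ± 1.2. Both were called higher at T2 and T3 than at T1. *ch73-21g5.7* rose from 0.06 ± 0.085 to 3.98 ± 0.78 and 13.1 ± 0.7 (log2 fold change 1.62 from T2 to T3, standard error 0.17, adjusted *p* = 0.0096 from limma), and LOC108192140 from 0.378 ± 0.22 to 4.6 ± 1.7 and 10.4 ± 0.57. The second rise of LOC108192140 is no longer called with all 6 libraries in one fit, after quantile normalization or without the filter on low values. LOC103909205 was at 0.0196 ± 0.028 and 0.281 ± 0.069 at T1 and T2 and rose to 7.51 ± 1.4 at T3 (3.35 from T2, standard error 0.19, adjusted *p* = 0.0023). LOC101884456, again with no reads at T1, stood at 0.787 ± 0.18 and 0.905 ± 0.11, and its calls end with a pseudocount of 1. LOC100536039 stood at 9.58 ± 1.2, 5.44 ± 1.5 and 2.08 ± 0.21 and was lower at T3 than at either earlier stage (-1.96 from T1, adjusted *p* = 0.0039). LOC103910859 stood at 3.44 ± 2.6, 0.267 ± 0.38 and 0.24 ± 0.076 and was called lower from T1 to T3 (-2.25, adjusted *p* = 0.031). LOC101884451, at 6.85 ± 0.94, 4.62 ± 0.069 and 3.27 ± 0.45, was not called (-0.96 from T1 to T3, standard error 0.20, adjusted *p* = 0.025). LOC100536039, LOC101884451, LOC101884456, LOC101885256, LOC103909205 and LOC108179067 have assembled transcripts antisense to them. Of 14 named lncRNAs called from T2 to T3, *ch73-21g5.7*, LOC103909205 and LOC100536039 among them, none kept the call without either T3 library. The same holds for the 15 called from T1 to T2 without either T2 library. In these settings limma called no lncRNA at all.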

Figure S3 Verification of differentially expressed lncRNAs by qPCR at different stages of zebrafish embryonic development. The missing columns represent a relative expression of 0. Data derived from three independent experiments are shown as mean $\pm$ SEM. (* $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$)

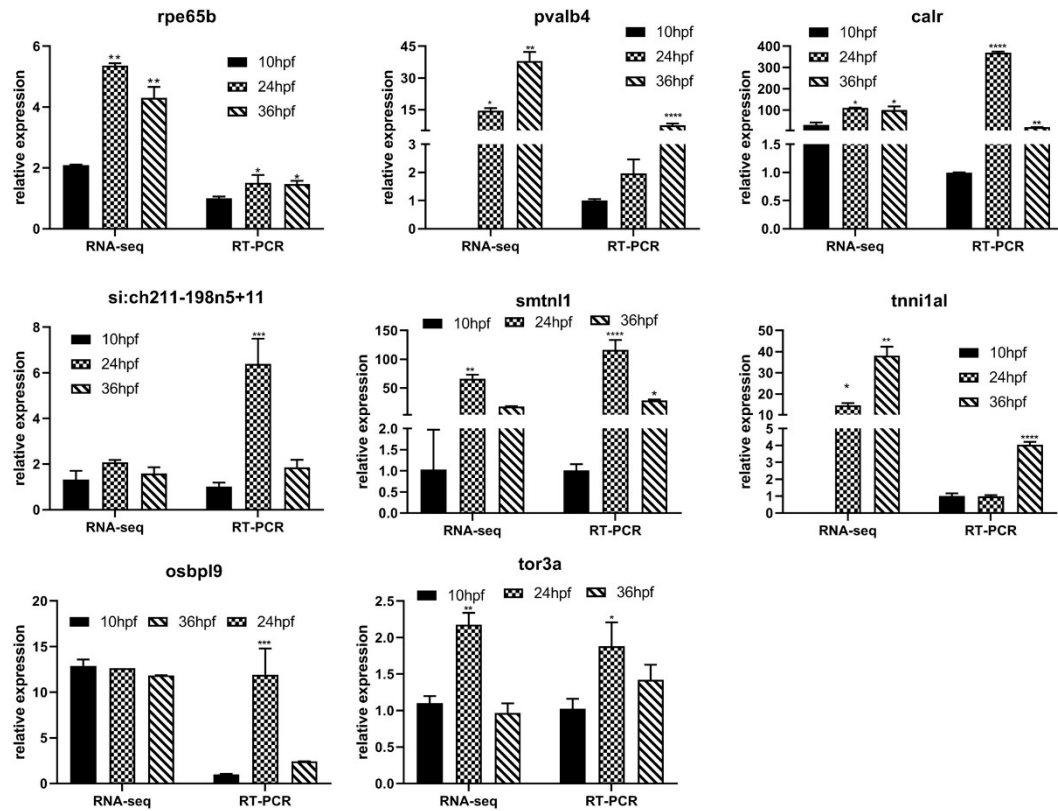

Figure S4 Verification of DEGs by qPCR at different stages of zebrafish embryonic development. Data derived from three independent experiments are shown as mean $\pm$ SEM. (* p <0.05, ** p <0.01, *** p <0.001, **** p <0.0001)

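In the deposited RPKM, *tnni1al*, a troponin gene (chromosome 25, 20090074 to 20096523), had no reads at T1 and stood at 14.6 ± 1.1 at T2 and 38.1 ± 4.2 at T3 (mean ± SD, 2 libraries each, log2 fold change 1.35 from T2 to T3, standard error 0.09, adjusted *p* = 0.00018 from limma). *pvalb4*, a parvalbumin gene (chromosome 3, 61176078 to 61185731), likewise had no reads at T1 and stood at 9.75 ± 2.1 and 75.4 ± 1.4 (2.90, standard error 0.13, adjusted *p* = 4.6e-05), where the sequencing bars of Figure S4 show about 15 and 38, read by eye. *smtnl1* (chromosome 14, 17107848 to 17121743) rose from T1 to T2 (5.60, standard error 0.45, adjusted *p* = 0.0022) and fell from T2 to T3 (-1.88, standard error 0.09, adjusted *p* = 5.1e-05). The T1 libraries of *smtnl1* stood at 1.71 and 0.358. *tor3a* had log2 fold changes of 0.75 and -0.87 (adjusted *p* = 0.022 and 0.0019), below the fold threshold. *osbpl9* had 0.01 and -0.13 (adjusted *p* = 0.94 and 0.15). Without either T3 library 2 of the 8 mRNAs were called higher from T1 to T3, and without T2 replicate 1 and 2, 2 and 0 from T1 to T2 by limma. From the likeness of the qPCR patterns and the RNA sequencing data at the 3 stages, the paper concludes that the sequencing data were reliable enough for its further work.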

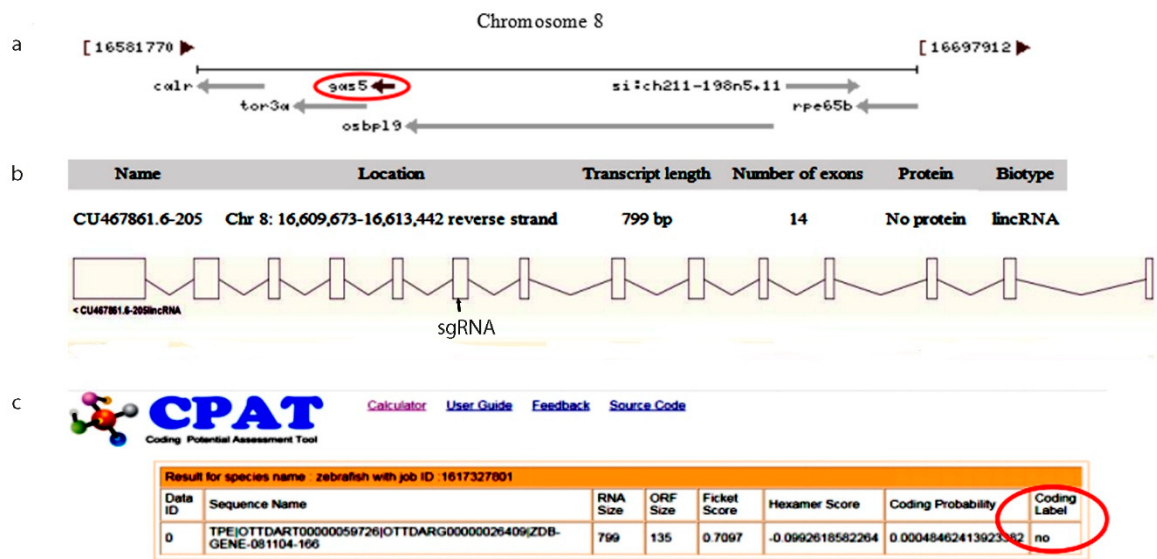

Figure S5 Bioinformatics of lncRNA *gas5*. a: The position of lncRNA *gas5* on chromosome 8 of zebrafish is marked by red circle. Red circle indicates the site of *gas5*. b: The gene architecture of lncRNA *gas5* and the site of the target site of the SgRNA. c: Coding ability prediction results are circled in red.

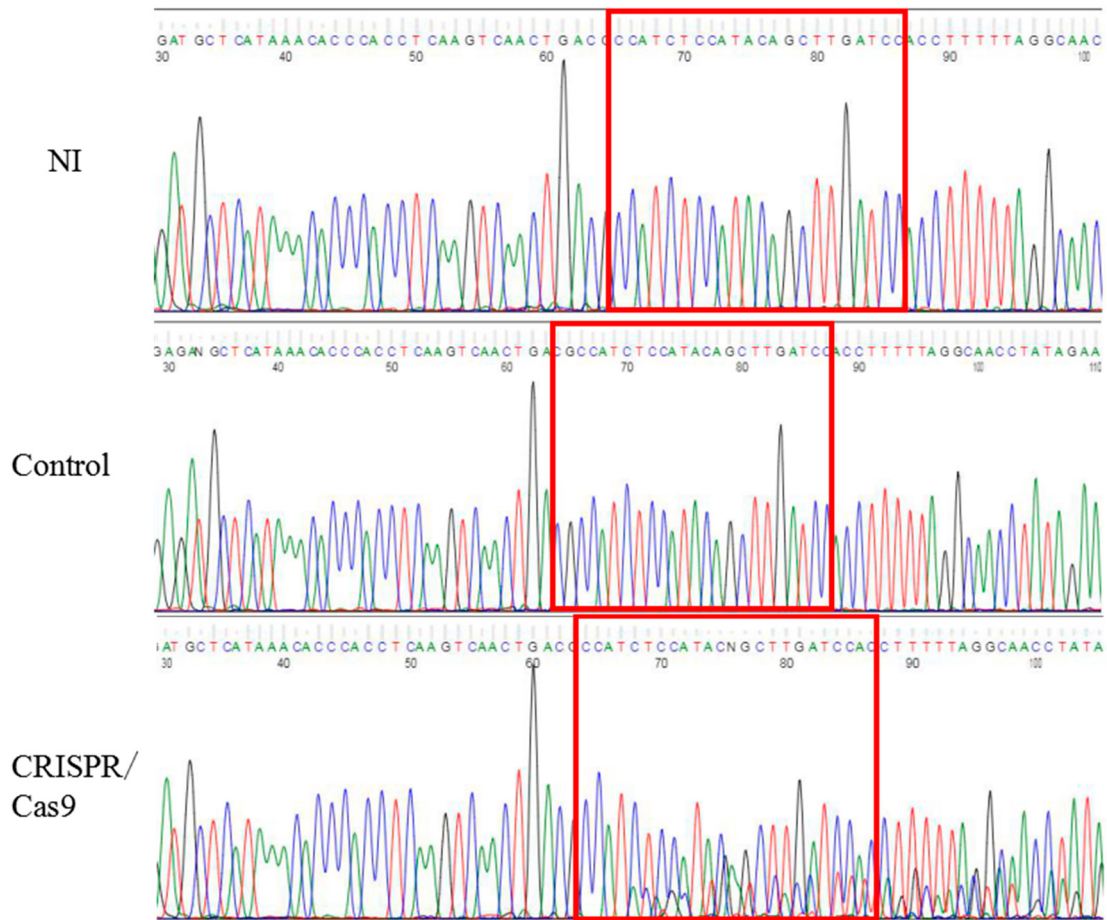

Figure S6 The validation of lncRNA gas5 knockout. 'NI' represents the sequencing map of 24hpf embryos with nothing injection, 'control' represents that of 24hpf embryos with only injection of Cas9 protein, 'CRISPR/Cas9' represents that of 24hpf embryos with coinjection of sgRNA and Cas9 protein. Red box is the target target site of the SgRNA.

How the deposited data were processed for this re-analysis (not part of the article)

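RNA of wild-type AB zebrafish embryos at 10, 24 and 36 hpf was sequenced in 6 libraries, 2 per stage. The mapping of libraries to stages and replicates was taken from the sample labels and the paper, and 0 columns of values were left without a sample. The authors made the deposited RPKM values of both tables from reads aligned to GRCz11 and counted per gene. The submitters' processing notes name STAR 2.5.3a, Subread featureCounts 1.5.1, edgeR 3.12.1 and KOBAS 2.1.1. The paper compared stages with edgeR and does not state which values it was given. Counts were not used here as a main test, since the deposited unit is RPKM. How the TCONS transcripts were assembled, and whether the counting used the strand, is not given in the sources used here.

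From these values, log2(RPKM + 0.5) was computed and each pair of stages was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend and robust, the last through statmod 1.5.0). Gene lists were tested with limma's camera. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Differences were read at the 3 pairs of stages, with stage as the only term of the model. The design fixed at the start allowed for counts or RPKM, and the test for RPKM was the one used.

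No feature was at 0 in all libraries. The reads in genes were 58.7, 58.1, 59.8, 58.7, 59.1 and 59.8 per 100 clean reads of the paper's Table S1, in the order of the stages. The mitochondrial genes held 3.67% and 3.33% of the reads in genes at T1, 2.75% and 2.83% at T2 and 2.31% and 2.28% at T3. For each 100 reads in genes, the assembled transcripts held 3.22 and 3.34 at T1, 4.05 and 4.05 at T2 and 4.79 and 4.76 at T3. Of their values above 0, 31.1% came out as whole reads, and the reads recovered for them were used without rounding. The lengths, the scaling or the counting of these transcripts may thus differ from those of the gene table. Their RPKM may not be on one scale with those of annotated genes. The assembled transcripts form 4551 loci and the whole lncRNA table 7609. A locus joins transcripts with overlapping exons on the same strand, so antisense partners count as separate loci. Exons of 834 assembled transcripts lie on an mRNA exon of the opposite strand and those of 1 on the same strand. The log2 values of the 2 libraries of a stage differed with an SD of 0.45 at T1, 0.214 at T2 and 0.18 at T3.

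The test was tested on simulated data with 100 features changed by each fold, over 21599, 22982 and 21649 mRNAs and 7629, 7904 and 7635 lncRNAs in the order T2 against T1, T3 against T2 and T3 against T1. Of lncRNAs changed by a log2 fold of 3, 100%, 99% and 99% were called, and of unchanged lncRNAs 2 of 7389, 1 of 7664 and 1 of 7395. The limits of the simulation given with the results hold for these rates too. The lists came from general knowledge of zebrafish development and from the paper's text. They cover muscle, heart, somites, gastrula patterning, neurons and their progenitors, lens, blood, vessels, neural crest, hatching gland, epidermis, liver and yolk, ribosomes, translation, DNA replication, matrix, Wnt and MAPK signaling, smooth muscle, tight junctions, glycolysis, Hox, maternal and stress genes, and the genes the paper measured. Symbols were matched exactly. Those not found were left out, at most 3 in a list of mRNAs.

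Genes were named by 3 rules. The first takes every gene of the paper's qPCR panels, knockout panels and cis-target prediction, whose values in Figures S3 and S4 had been seen. The second takes the 5 largest and the 5 smallest log2 fold changes among called features whose higher stage lies above 1 RPKM in each library and whose stages do not overlap. The third takes up to 4 called members of each list with the largest change, and members called against most of the list. Panel genes without a call are given with their values, and not all of the predicted cis-targets without a call are named. Some genes that these rules take are not reported here.

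Tests of annotated GO and KEGG terms were planned and not run, since the tables used here carry no annotation. No overlap or enrichment test was run on the paper's Tables S2 to S4, of which the copies used here hold 593 of 5569, 602 of 2827 and 577 of 8028 entries. Of these, 587, 596 and 572 were tested here and all of those moved in the same direction as in the tables. The RPKM printed in them equal the deposited ones for 588, 598 and 572 entries. The highest FDR in the copies is 0.0927, 0.0766 and 0.0776. The alternatives tried were other pseudocounts, filters, scalings, fold thresholds, variance moderation, libraries in the fit, a replicate term, single libraries left out, and an estimated correlation in the list tests. Groups of 2 libraries are too small for a test of other splits or of single outlying libraries.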

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

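Both lists and their tests in this part were planned, and no test was chosen after the result was seen. The paper discusses neither group of genes. Other lists that its text does not discuss, such as glycolysis and DNA replication, were called too. These 2 groups and their comparisons were picked by hand, so their place here does not show that they stand out.

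Genes of ribosome biogenesis, the assembly of ribosomes in the nucleolus, fell almost together. Of 61, 57 were lower at T3 than at T1 and none was higher by limma (median log2 fold change -1.78, camera adjusted *p* = 1.29e-22, adjusted *p* = 0.451 with an estimated correlation). *ncl*, which encodes nucleolin, stood at 2290 ± 190 RPKM at T1 and 543 ± 23 at T3 (mean ± SD, 2 libraries each, log2 fold change -2.08, standard error 0.12, adjusted *p* = 0.00051 from limma). *nolc1*, another nucleolar gene, fell from 104 ± 13 to 25.4 ± 1.7 (-2.02) and *heatr1*, a gene of rRNA synthesis, from 14 ± 0.65 to 3.04 ± 0.28 (-2.04). Without T3 replicate 1 and 2, 51 and 53 were lower.

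The other group is the lens list, in which 20 of 24 genes were higher at T3 than at T2. Without 1 of the 4 libraries, 19 to 21 were higher. *crybb1*, a beta crystallin gene, rose from 5.06 ± 1.1 to 47.5 ± 0.87 RPKM (3.12, standard error 0.12, adjusted *p* = 3.5e-05 from limma), and *mipa*, the gene of a lens water channel, from 0.663 ± 0.18 to 5.53 ± 0.14 (2.38). Both were chosen here after their values were seen. From T1 to T2, 9 of 17 lens genes rose.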

How the results depend on the processing

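The tests with limma's voom on the recovered reads, with a single transcript per locus and with the annotated lncRNAs alone were chosen after the data were seen, and all other settings were planned and run.

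Counts of called features, higher and lower together, are given first at the adjusted *p* and then, after "or", at the paper's criteria, where they left the range within 1.5 times the counts at the claims. With a pseudocount of 0.1, which enlarges the folds of low features by construction, they were 6197 mRNAs (paper's criteria) for T2 against T1 and 2818 or 2880 for T3 against T2, and 2218 and 1390 lncRNAs at the paper's criteria. With a pseudocount of 1, which shrinks these folds, 932 or 936 mRNAs and 382 or 411 lncRNAs were called for T3 against T2, and 873 lncRNAs for T2 against T1 at the paper's criteria. With a log2 fold above 2, the counts for T2 against T1, T3 against T2 and T3 against T1 were 1058 or 1061, 212 or 212 and 1921 or 1923 mRNAs, and 290 or 302, 85 or 89 and 659 or 668 lncRNAs, by construction of the threshold. With all 6 libraries in one fit, 402 lncRNAs were called for T3 against T2, and the cause was not tested. Voom called 5734 or 6641, 3437 or 3704 and (paper's criteria) 9233 mRNAs, and 2226 (paper's criteria) and 1003 or 1462 lncRNAs for T2 against T1 and T3 against T2, and the cause was not tested. With the annotated lncRNAs fitted alone, 77 or 173, 71 or 99 and 273 or 324 were called, from fewer transcripts by construction. With a single transcript per locus, 804, 504 and 1644 were called. The totals under the no-filter, stricter-filter, median-centring, quantile and plain eBayes settings stayed within 1.5 times. By direction, mRNAs lower at T2 than at T1 moved from 795 to 1370 or from 829 to 1423 after quantile normalization and to 1215 or 1387 with a pseudocount of 0.1. The lncRNAs lower at T3 than at T2 moved from 304 to 201 after median centring and to 144 with all 6 libraries, where those lower at T2 than at T1 moved from 239 to 363. With a pseudocount of 1 the lncRNAs lower at T3 than at T1 moved from 801 to 528 or from 940 to 584.

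When 1 library was left out, the lone library of its stage was assumed to vary like the others. The counts at the adjusted *p* ranged from 12 to 4610 mRNAs for T2 against T1, from 1306 to 1689 for T3 against T2 and from 3446 to 6721 for T3 against T1. They ranged from 0 to 1643, 0 to 337 and 0 to 2539 lncRNAs by limma, while the totals at the paper's criteria stayed within 1.5 times, and the cause was not tested. Of the counts by direction at these criteria, that of lncRNAs lower at T2 than at T1 moved from 423 to 711 without T1 replicate 1 and to 259 without T2 replicate 2. The neighbour of *gas5* LOC103911487 changed its direction. Its log2 fold change from T1 to T3 was 0.13 (adjusted *p* = 0.92), 1.68 without T1 replicate 1 (adjusted *p* = 0.00024) and -1.42 without T1 replicate 2 (adjusted *p* = 0.0003), as its T1 libraries stood at 10.4 and 0.768 RPKM.

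Replicate numbers did not pair the samples: the deviations of libraries with the same number correlated with 0.073, -0.022 and -0.003 over 17382 genes. With a replicate block, 3868, 1426 and 6088 mRNAs (all 3748, 1419 of 1421 and all 5994 of those called without it) and 847, 676 and 2066 lncRNAs (787 of 1021, 614 of 617 and 1987 of 2053) were called, and 58 list tests.

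Of 522 results of named genes, 480 (pseudocount 1) to 521 (plain eBayes) kept their direction and side of the threshold under the 8 settings that tested all of them, leaving the replicate term aside. Of 503 under the stricter filter all 503 did. Without T2 replicate 1 and 2, 180 and 158 of 317 did, without T1 replicate 1 and 2, 366 and 366 of 385, and without T3 replicate 1 and 2, 262 and 262 of 342. Of 96 list tests, 85 (quantile normalization) to 96 (pseudocount 0.1) did, and 88 of 95 under the stricter filter. With the correlation estimated 36 did, and 0 were called by camera, against 60 with the preset one. Even a list with an estimated correlation under the preset one lost its call there, so that setting does not decide about single lists. Calls of lists numbered 57 to 60 without 1 library. The direction turned in uncalled list tests only. Depth limits features near the floor, whose folds depend most on the pseudocount.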

Differences from the paper's values

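The voom test on recovered reads was chosen after the values were seen, and the other settings were set before the data were examined. Counts are at the paper's criteria, an unadjusted *p* under 0.05 with an absolute log2 fold change above 1.

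For mRNAs lower at T2 than at T1, the paper's count is 1518 and the count here 829. It no longer differs by over 1.5 times with a pseudocount of 0.1 (1387), after quantile normalization (1423) or without T1 replicate 1 (1114), nor with voom, chosen after seeing the values (1461). It still does with a pseudocount of 1, without the filter, with the stricter filter, after median centring, with all 6 libraries, with the replicate term, with plain eBayes, without T1 replicate 2 or either T2 library, and with a log2 fold above 2. For mRNAs at T3 against T2, the paper's counts are 2827 in all, 2003 higher and 824 lower, and those here 1429, 937 and 492. With a pseudocount of 0.1 they are 2880, 1712 and 1168, and none differs. Without T2 replicate 2 the count of lower mRNAs is 618 and does not differ. Under all other planned settings these counts differ. With voom, chosen after seeing the values, they are 3704, 2117 and 1587, of which the last still differs.

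For lncRNAs lower at T2 than at T1, the paper's count is 643 and the count here 423. It does not differ with a pseudocount of 0.1 (680), after median centring (435) or quantile normalization (615), with all 6 libraries (457), with the replicate term (476), without T1 replicate 1 (711), or with voom, chosen after seeing the values (664). It differs with a pseudocount of 1, without the filter (421), with the stricter filter (368), with plain eBayes (425), without T1 replicate 2 (427), T2 replicate 1 (321) or T2 replicate 2 (259), and with a log2 fold above 2 (65). Voom dropped none of the 10 lncRNAs and 5 mRNAs of the paper's qPCR panels that were called here. Most of the settings that close these gaps open others, which the fit of all 6 libraries and the replicate term do not. With a pseudocount of 0.1, the lncRNAs higher at T2 than at T1 number 1538 (843 in the paper), and those at T3 against T2 number 1390 in all (844) and 787 lower (362). With voom, chosen after seeing the values, these are 1562, 1462 and 802, and 1758 lncRNAs are higher at T3 than at T1 (1148). After quantile normalization, 3605 mRNAs (5569) are counted for T2 against T1, 2182 of them higher (4051), and 3200 (5180) are higher at T3 than at T1. After median centring, 1602 mRNAs (2848) are lower at T3 than at T1. Without T1 replicate 1, 1296 lncRNAs (843) are higher at T2 than at T1, and without T2 replicate 2, 3470 mRNAs (5569) are counted for T2 against T1.

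For *pvalb4*, the sequencing panel of Figure S4 shows about 15 at T2 and about 38 at T3, read by eye. The deposited RPKM are 9.75 and 75.4 and depend on no setting. The bars of that panel stand at the levels of *tnni1al*, 14.6 and 38.1.

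The paper calls all 11 lncRNAs and 8 mRNAs of its panels differentially expressed, and 10 and 5 were called here, with 11 and 6 under a pseudocount of 0.1 and under voom, 11 and 4 after quantile normalization, and 9 and 5 under a pseudocount of 1 and under the stricter filter. LOC101884451 was called from T1 to T3 with a pseudocount of 0.1 (log2 fold change -1.05), after quantile normalization (-1.07) and with voom (-1.07). *tor3a* was called from T2 to T3 with a pseudocount of 0.1 (-1.10) and voom (-1.17). *osbpl9* and *ch211-198n5.11* were called under none of the settings that kept all libraries. The paper states that the qPCR patterns were similar to the sequencing. For the panel genes other than *gas5*, the stage of the highest qPCR bar in Figures S3 and S4 was also that of the highest RPKM here, for *osbpl9*, *calr* and LOC101884456 by less than the spread between libraries, so that their highest stage is not settled by the RPKM. For *gas5* the qPCR bars stand near one level at all 3 stages, and its RPKM at T3 was 0.331 of that at T1.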

Other observations

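In this part the test of further development, the test of 24 hpf RNA over more mRNAs, the shares that T1 replicate 1 needs, the test of carry-over as the whole level of the sarcomere mRNAs, the count of mRNAs near the carried-over reads and of those without T1 reads, the lowest ribosomal protein gene and the rule over all pairs of libraries for *gas5* were chosen after the result was seen.

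Most genes of glycolysis rose from T1 to T3. Of 30, 20 rose and none fell by limma from T1 to T2 (median log2 fold change 1.37, camera adjusted *p* = 2.52e-07, adjusted *p* = 0.451 with an estimated correlation), 13 rose from T2 to T3 (0.9, adjusted *p* = 2.59e-08, adjusted *p* = 0.451 with an estimated correlation), and 22 rose and 1 fell from T1 to T3 (2.49, adjusted *p* = 4.82e-07, adjusted *p* = 0.452 with an estimated correlation). The aldolase gene *aldoab* rose from 0.571 ± 0.35 RPKM at T1 to 67 ± 8.5 at T2 (mean ± SD, 2 libraries each, log2 fold change 6.01), and the muscle phosphoglycerate mutase gene *pgam2* from 0.521 ± 0.15 to 14.3 ± 2.5 and 43.2 ± 5.2. *pfkma*, a phosphofructokinase gene, rose from 0.884 ± 0.46 at T2 to 11.9 ± 0.93 at T3 (3.21). Without T2 replicate 1 and 2, 2 and 0 of the 30 were higher from T1 to T2 by limma.

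The lists of ribosome biogenesis and DNA replication genes moved down at each step. Of 61 genes of ribosome biogenesis, 10 were lower at T2 than at T1 (median -0.82, adjusted *p* = 2.14e-22, adjusted *p* = 0.451 with an estimated correlation) and 13 lower at T3 than at T2 (-0.89, adjusted *p* = 5.38e-22, adjusted *p* = 0.451 with an estimated correlation), and none was lower by limma from T1 to T2 without either T2 library. The nucleophosmin gene *npm1a* fell from 926 ± 170 to 358 ± 52 and 147 ± 0.64 (-1.37 and -1.27). Of 35 genes of DNA replication, 0 passed the fold threshold by limma or voom from T1 to T2 or from T2 to T3, with 15 and 33 at an unadjusted *p* under 0.05, while the list moved down (median -0.2, adjusted *p* = 0.00782, adjusted *p* = 0.542 with an estimated correlation, a call that ends after quantile normalization, with 29 of the 35 higher in T1 replicate 1 than in T1 replicate 2 by a median log2 difference of 0.19, and -0.46, adjusted *p* = 1.42e-09, adjusted *p* = 0.451 with an estimated correlation). From T1 to T3, 7 were lower (-0.66, adjusted *p* = 1.55e-06, adjusted *p* = 0.452 with an estimated correlation), among them the helicase genes *mcm3* (154 ± 5.8 to 56.8 ± 2.1) and *mcm10* (39.6 ± 2.1 to 17.4 ± 0.23), and 4 and 4 were lower without T3 replicate 1 and 2. Of 80 ribosomal protein genes none was called by limma or voom in any comparison, with 68, 77 and 4 at an unadjusted *p* under 0.05. Between the T1 libraries, 66 of the 80 were higher in replicate 1, with a median log2 difference of 0.16. The list moved up from T1 to T2 (median 0.43, adjusted *p* = 1.38e-08, adjusted *p* = 0.465 with an estimated correlation) and down from T2 to T3 (-0.37, adjusted *p* = 5.25e-12, adjusted *p* = 0.451 with an estimated correlation), and was not called from T1 to T3 (adjusted *p* = 0.679) except after quantile normalization, where it moved up. Of 26 other 5′ TOP and translation factor genes, 3 rose and 1 fell from T1 to T2 (adjusted *p* = 0.485). Of 27, 1 rose and 1 fell from T2 to T3 (-0.28, adjusted *p* = 0.0453, adjusted *p* = 0.451 with an estimated correlation) and 4 rose and 4 fell from T1 to T3 (adjusted *p* = 0.136). Of 19 stress and p53 genes, 1 rose and 2 fell, 1 rose and 1 fell, and 5 rose and 3 fell in these comparisons, and the list was not called (adjusted *p* = 0.601, 0.285 and 0.928). The small heat shock protein gene *hspb1* fell from 769 ± 240 to 77.5 ± 4.9 and 31.7 ± 3.5.

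T1 replicate 1 lies closer to T2 than T1 replicate 2 does: the log2 difference between them correlated with the change from T1 to T2 at 0.315 and with that from T2 to T3 at 0.007, across 16766 mRNAs, which are not independent replicates. RNA of 24 hpf embryos in that sample would put mRNAs nearly absent from T1 replicate 2 at the share of their T2 level that the mRNAs higher in T1 replicate 1 need (19%, 11.6% or 7.05% by 3 definitions), and the median of *ch73-23l24.1*, *hbae1* and *mir1-1* was 0.341%, which argues against shares that large. Over 139 mRNAs the median was 1.38% (quartiles 0.262% and 3.5%), which leaves a smaller share open. A difference in RNA quality or fragment length may follow exon length, and Spearman's rho of -0.079 argues against one that does. A difference in RNA quality that does not follow exon length was not tested and stays open. Embryos further in development stay open: 74.9% of the mRNAs called higher at T2 were higher in T1 replicate 1 and 71.4% of those called lower were lower, but these shares restate the correlation above and do not test it.

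The RPKM of *gas5* falls from 10 to 36 hpf while the qPCR of Figure S3 does not. *gas5* stood at T3 at 0.331 of its T1 level. A joint fall in RNA level with genes of ribosome biogenesis and the 5′ TOP mRNAs would need ribosomal protein mRNAs to fall too. Their median log2 fold change from T1 to T3 of 0.06 (SD 0.14 over 80 genes, lowest gene -0.31, median -0.02 to 0.14 without 1 library) argues against this for these genes over the whole span. Their median was 0.43 from T1 to T2 and -0.37 from T2 to T3, where *gas5* changed by -0.80, so a joint fall in the later step stays open. The median of the other 5′ TOP genes from T1 to T3 was -0.28. Only RNA levels were compared. The paper names its qPCR reference gene as *eef1a1*, and which gene of that family its primers measure was not determined here. By assumption *eef1a1l1* was taken for it, and *gas5* was not divided by *eef1a1a* or *eef1a1b*. A loss of the reference gene may hide the fall: *gas5* divided by *eef1a1l1* stood at T3 at 0.677 of its T1 value (0.611 to 0.744 over pairs of libraries) and at T2 at 0.888. The pairs lie on both sides of the 1.5-fold limit set for this test, so that it cannot be told apart from a fall that the qPCR did not detect. A fall with the genes of ribosome biogenesis alone (median -1.78) and a change in the embryo's *gas5* were not tested and stay open.

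The 8 sarcomere mRNAs above 1000 RPKM at 36 hpf stood at T1 at 0.0631% (*myhz1.1*, 559 and 665 reads) to 1.24% (*tnnt3b*) of their T3 level, with a median of 0.146%. Reads of the 36 hpf libraries assigned to the T1 libraries, as the whole T1 level of all 8, would put them at one share, and the highest share of 19.7 times the lowest argues against this. Such reads as a part of that level stay open: of 1123 mRNAs outside the list, 0% had fewer T1 reads than the lowest share brings, but only 3 had at most 3 times that number, so that the test had little room to come out the other way. At that share *pvalb4*, *tnni1al*, *tcap* and *crygm2d8* would have 2.68, 1.86, 1.78 and 1.77 T1 reads and had none, which goes against it but decides nothing, as they were picked for this out of 7271 mRNAs. Low transcription of these genes at 10 hpf was not tested and stays open.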
